# Atrial AMP-activated protein kinase is critical for prevention of dysregulation of electrical excitability and atrial fibrillation

**DOI:** 10.1172/jci.insight.141213

**Published:** 2022-04-22

**Authors:** Kevin N. Su, Yina Ma, Marine Cacheux, Zeki Ilkan, Nour Raad, Grace K. Muller, Xiaohong Wu, Nicole Guerrera, Stephanie L. Thorn, Albert J. Sinusas, Marc Foretz, Benoit Viollet, Joseph G. Akar, Fadi G. Akar, Lawrence H. Young

**Keywords:** Cardiology, Arrhythmias, Protein kinases

## Abstract

Metabolic stress is an important cause of pathological atrial remodeling and atrial fibrillation. AMPK is a ubiquitous master metabolic regulator, yet its biological function in the atria is poorly understood in both health and disease. We investigated the impact of atrium-selective cardiac AMPK deletion on electrophysiological and structural remodeling in mice. Loss of atrial AMPK expression caused atrial changes in electrophysiological properties and atrial ectopic activity prior to the onset of spontaneous atrial fibrillation. Concomitant transcriptional downregulation of connexins and atrial ion channel subunits manifested with delayed left atrial activation and repolarization. The early molecular and electrophysiological abnormalities preceded left atrial structural remodeling and interstitial fibrosis. AMPK inactivation induced downregulation of transcription factors (*Mef2c* and *Pitx2c*) linked to connexin and ion channel transcriptional reprogramming. Thus, AMPK plays an essential homeostatic role in atria, protecting against adverse remodeling potentially by regulating key transcription factors that control the expression of atrial ion channels and gap junction proteins.

## Introduction

Atrial fibrillation is the most prevalent cardiac arrhythmia and constitutes a major risk factor for stroke, heart failure, and dementia (1, 2). There is growing evidence that links atrial fibrillation to metabolic stress and inflammation (3). Although atrial fibrillation is common with aging and in prevalent metabolic disorders, such as diabetes and obesity (4), the mechanisms underlying the development and perpetuation of atrial fibrillation during metabolic stress are poorly defined.

The pathophysiology of atrial fibrillation involves progressive electrical and structural remodeling that underlie the progression of the arrhythmia from paroxysmal to a more persistent form. The remodeling of ion channels and gap junction proteins leads to abnormal automaticity, triggered activity, and spatiotemporal changes in atrial conduction and repolarization properties (5). Atrial dilation and interstitial fibrosis, which develop as the consequences of increased wall tension, inflammation, and oxidative stress (4, 6), also promote conduction block and electrical reentry. In combination, atrial electrical and structural remodeling promote the triggers and substrate leading to the onset and maintenance of atrial fibrillation (5, 7).

Human genome-wide association studies have identified susceptibility loci in the genes encoding important determinants of these processes, including *KNCJ2*, *SCN5A*, *GJA5*, *GATA4*, and *NKX2-5* (8–10). Although genetic predisposition accounts for a small subset of patients with atrial fibrillation, the molecular mechanisms underlying the more common acquired forms remain uncertain. AMPK is a ubiquitously expressed serine/threonine kinase that is a critical regulator of cellular metabolism (11). Activation of the AMPK pathway plays an important role in the myocardial response to ischemia (12, 13), pressure overload (14, 15), and heart failure (16, 17). When activated, AMPK orchestrates a coordinated cellular response that promotes fatty acid oxidation (12) and stimulates glucose transport (18) and glycolysis (19) while conserving energy stores (13). Although previous studies have elucidated the actions of AMPK in the left ventricle, the biological effects of endogenous AMPK activation in the atria are poorly understood. Activated AMPK regulates cellular calcium handling and contraction during acute metabolic inhibition of atrial cardiomyocytes (20), but its role in maintaining atrial electrical homeostasis and structural integrity in vivo is uncertain.

Given these observations and the growing recognition of the impact of metabolic disease in the genesis of atrial fibrillation, the aim of this study was to define the role of AMPK in atrial molecular, electrophysiological, and structural remodeling. We generated a mouse line with atrium-selective genetic depletion of AMPK to study its autonomous function in the atria. We report that these mice demonstrated a hierarchy of pathological events, including initial atrial electrophysiological derangements followed by structural remodeling and fibrosis that culminated in the spontaneous onset of sustained atrial fibrillation. We further identified *Pitx2c* and *Mef2c* as transcription factors that are dysregulated in the context of AMPK depletion and control the expression of genes that are critical in maintaining atrial electrical homeostasis.

## Results

### Atrial AMPK deletion and downstream pathway inactivation.

To study the effects of atrial AMPK pathway inactivation on atrial structural and electrical remodeling, we generated mice with conditional deletion of AMPK α1 (*Prkaa1*) and α2 (*Prkaa2*) catalytic subunits in the atria, using the sarcolipin (Sln) promoter to drive Cre-recombinase expression. The *Sln-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* mice, referred to herein as atrial AMPK double-KO (AMPK-dKO), demonstrated more than 90% reduction in the expression of AMPK α subunits on immunoblots of both left and right atrial homogenates (Figure 1, A and B). There was also evidence of markedly diminished phosphorylation of the AMPK downstream target, acetyl-CoA carboxylase (ACC), compared with littermate *Prkaa1^fl/fl^ Prkaa2^fl/fl^* control mice (Figure 1, A and B). The cardiac deletion was highly selective to the atria, with the atrial AMPK-dKO mice showing no change in ventricular AMPK α subunit expression or downstream pathway activation (Figure 1, A and B). Furthermore, the degree of AMPK depletion was comparable in the right and left atria from the atrial AMPK-dKO mice (Figure 1, A and B).

### Atrial AMPK depletion causes spontaneous atrial fibrillation in AMPK-dKO mice.

In order to assess the electrophysiological consequences of atrial AMPK depletion in vivo, we first performed serial intermittent ECG recordings in control and atrial AMPK-dKO mice between the ages of 1 week and 6 months. Control mice demonstrated normal sinus rhythm throughout the entire study with no evidence of atrial arrhythmia (Figure 1, C and D). The atrial AMPK-dKO mice all displayed sinus rhythm after birth, but they began to demonstrate spontaneous atrial fibrillation as early as 6 weeks of age (Figure 1, C and D). These episodes were characterized by highly disorganized and rapid atrial electrical activity associated with an irregular ventricular response (Figure 1C). The atrial AMPK-dKO mice showed markedly abnormal beat-beat heart rate variability characteristic of atrial fibrillation, in contrast to control mice that demonstrated minor physiological variability (Figure 1E). At 3 and 6 months of age, spontaneous atrial fibrillation was detected in 50% and 90% of the atrial AMPK-dKO mice, respectively (Figure 1D). Additional control mice expressing Sln-Cre alone (*Sln-Cre Prkaa1^+/+^ Prkaa2^+/+^*) showed no abnormalities on ECG or evidence of atrial fibrillation (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.141213DS1).

### Atrial structural remodeling in AMPK-dKO and control mice.

Atrial enlargement and interstitial fibrosis are characteristic features of atrial structural remodeling and constitute important contributors to atrial conduction abnormalities and atrial fibrillation (21, 22). We initially assessed cardiac chamber dimensions using serial echocardiography in atrial AMPK-dKO and control mice biweekly from 4 to 12 weeks of age. Left ventricle size, wall thickness, and contractile function (as assessed by ejection fraction) were similar in both groups, with numerical trends toward increased left atrial size in the atrial AMPK-dKO mice at 8 and 12 weeks of age (Figure 2A).

Since echocardiography provides a limited assessment of the left atrium and the right-sided cardiac chambers in mice, we studied a separate cohort of atrial AMPK-dKO and control mice using 3D micro-CT imaging with contrast enhancement. Imaging was performed at 4, 8, and 15 weeks of age to better assess the time-dependent effects of AMPK deletion on cardiac remodeling before and after the onset of atrial fibrillation. CT imaging provided high-resolution images of cardiac chambers (Figure 2B). Integration of multiple slices in 3 orthogonal planes enabled us to perform reliable 3D segmentation in order to accurately quantify chamber volumes.

Micro CT images demonstrated similar left and right ventricular contractile function (ejection fractions) and volumes in atrial AMPK-dKO and control mice (Figure 2, B and C). Although the atrial AMPK-dKO mice had normal left atrial volumes at 4 weeks, they developed progressive left atrial enlargement over time, with 2-fold greater size compared with controls at 15 weeks of age. In contrast, right atrial enlargement developed earlier in the atrial AMPK-dKO mice and was clearly evident by 4 weeks of age. Thus, in the context of atrial AMPK deletion, there was a greater predisposition to early right versus left atrial dilatation before atrial fibrillation onset, with the emergence of biatrial enlargement after the development of the arrhythmia.

To further assess the link between atrial AMPK deletion and fibrosis in this model, we performed histological analyses on atrial tissue samples from AMPK-dKO and control mice at 4 and 8 weeks of age. There was no evidence of significantly increased interstitial fibrosis in Masson’s trichrome–stained atrial sections from atrial AMPK-dKO mice compared to control mice at 4 weeks of age (Figure 3). There was also no increase in collagen content based on the biochemical analysis of hydroxyproline content in hydrolyzed atrial tissue (Supplemental Figure 2). In contrast, histological analysis of mice at 8 weeks of age demonstrated clear interstitial fibrosis in both the right and left atria of AMPK-dKO compared with control mice (Figure 3), correlating with the time at which they started to develop atrial fibrillation.

### Atrial AMPK-dKO mice display early ECG abnormalities preceding structural remodeling and atrial fibrillation.

To determine the sequence of events by which AMPK deletion culminates in spontaneous atrial fibrillation, we next focused on defining the early ECG signature of this model. While in sinus rhythm prior to the onset of atrial fibrillation, atrial AMPK-dKO mice typically demonstrated fragmented, double-peaked P-waves characteristic of atrial conduction delay (Figure 4, A and B). As early as 1 week of age, there was a 2-fold increase in P-wave duration in atrial AMPK-dKO mice compared with control mice (Figure 4C). The atrial AMPK-dKO mice also exhibited minor prolongation (10%) of their PR intervals, which reflected the sum of intraatrial conduction and AV nodal conduction times (Figure 4C). At this age, all atrial AMPK-dKO and control mice were in sinus rhythm and exhibited comparable heart rates that were within the physiological range under light isoflurane anesthesia. Consistent with the selective atrial deletion of AMPK in the heart, the QRS complex durations, reflecting ventricular activation, were similar in the atrial AMPK-dKO and control mice (Figure 4C). Additional control mice expressing Sln-Cre alone showed normal P-wave duration, PR intervals, and QRS durations (Supplemental Figure 1).

We observed in vivo atrial ectopy in the form of spontaneous premature atrial complexes in atrial AMPK-dKO but not in control mice starting at 2 weeks of age (Figure 4D). The atrial ectopy resulted in pronounced heart rate variability in the atrial AMPK-dKO mice that was manifest in a 3-fold increase in the standard deviation of the heart rate from 2 to 4 weeks of age (Supplemental Figure 3). Thus, significant atrial ectopy, which is an important trigger for atrial fibrillation (23), preceded the onset of atrial fibrillation in this model.

### AMPK deletion causes dysregulation of connexins and ion channels and prolongs atrial conduction.

We hypothesized that the prolonged P-wave duration and the propensity to develop atrial fibrillation reflected changes in the molecular determinants of excitability and conduction in the atrial AMPK-dKO mice. Thus, we assessed the atrial expression of gap junction proteins and selected ion channel subunits in the atrial AMPK-dKO and control mice. The atrial AMPK-dKO mice exhibited significant reductions in the right and left atrial levels of *Scn5a* mRNA transcripts, with a corresponding decrease in the expression of Nav1.5 protein, which is the pore-forming subunit of the voltage-gated sodium channel responsible for phase 0 depolarization in cardiomyocytes (Figure 5, A and C). We also found downregulation of atrial connexins in the atrial AMPK-dKO mice. The left atrial level of *Gja5* mRNA transcripts was significantly reduced, and there was a numerical trend to decreased expression of *Gja1* in the atrial AMPK-dKO mice (Figure 5A). The expression of connexin-43 protein encoded by *Gja1* was consistently reduced in both the left and right atria from atrial AMPK-dKO compared with control mice (Figure 5, B and D). There was no change in the expression of connexin-40 protein encoded by *Gja5* (Supplemental Figure 4), suggesting the possibility of altered stability of connexin-40 protein in this model. Thus, important molecules that regulate atrial cardiomyocyte excitability and conduction were perturbed in the atrial AMPK-dKO mice.

In order to determine the electrophysiological impact of these molecular alterations, high-resolution optical action potential mapping was used to directly quantify differences in atrial conduction delay. Isolated perfused hearts were loaded with the voltage-sensitive dye di-4-ANEPPS and subjected to steady-state atrial pacing ex vivo. A charge-coupled device camera was positioned to optimize imaging of the left-sided cardiac chambers. Since the left atrium is the predominant site of origin of most clinical atrial fibrillation, we prioritized studying the left atrium. The mapping studies were performed as soon as technically feasible in young mice so that their interpretation would not be confounded by structural or electrical alterations secondary to the development of atrial fibrillation. Analysis of the mapping studies revealed a 50% decrease in the left atrial upstroke velocity and a 40% increase in left atrial tissue activation times in the atrial AMPK-dKO compared with control mice at 6 weeks of age (Figure 5, E and F). These electrophysiological results indicate that AMPK deletion caused substantial left atrial conduction delay as a primary event prior to the appearance of left atrial structural remodeling or fibrosis.

### AMPK deletion leads to atrial action potential prolongation and downregulation of potassium channels responsible for repolarization.

Atrial deletion of AMPK altered the expression of several potassium channels (Figure 6A). Cardiac potassium channels are important determinants of cardiomyocyte repolarization and hence action potential duration. *Kcnq1*, which encodes the pore-forming α subunit Kv7.1, was downregulated in the right and left atria of atrial AMPK-dKO compared with control mice. *Kcna5*, which encodes the voltage-gated potassium channel subunit Kv1.5, was also downregulated in both atria from atrial AMPK-dKO mice. Intriguingly, the expression of the inward rectifier Kir2.1 encoded by *Kcnj2* was differentially higher in the left than right atria at baseline, and AMPK deletion appeared to reduce the left atrial content of both its mRNA level and protein (Figure 6, A and C). Kir2.1 is an important determinant of resting membrane potential, and its downregulation could plausibly contribute to the atrial ectopic activity that was observed in atrial AMPK-dKO mice.

An important determinant of the spontaneous membrane depolarization in nodal cells, the hyperpolarization-activated cyclic nucleotide-gated channel 4 (*Hcn4*), contributes prominently to the so-called pacemaker or funny current (*I*_f_). *Hcn4* expression was significantly higher in the right compared with left atria of control mice, as anticipated based on the anatomic location of the sinoatrial node within the right atrium. Interestingly, *Hcn4* mRNA transcript expression was increased in the left atria of the AMPK-dKO mice, eliminating the differential expression across the 2 atria (Figure 6B). The expression of Hcn4 protein was not reliably detected with available antibodies. However, the upregulation of *Hcn4* in the left atria, particularly in the context of Kir2.1 downregulation, could also potentially contribute to the ectopic atrial activity observed in the atrial AMPK-dKO mice prior to the development of atrial fibrillation.

In order to assess the electrophysiological impact of altered potassium channel expression, we further utilized high-resolution optical action potential mapping to measure the left atrial and ventricular action potential durations. An image of the mapping field of view along with representative left atrial and left ventricular action potential traces are shown in Figure 6, D and E. Quantitative analysis of the action potential durations demonstrated that there was significant (~50%) prolongation of the left atrial APD_75_ in the atrial AMPK-dKO hearts (Figure 6F). Notably, this electrical remodeling was restricted to the atria, as the corresponding left ventricular APD_75_ was comparable in atrial AMPK-dKO and control hearts (Figure 6F). Thus, altered potassium channel expression was associated with prolonged atrial repolarization in AMPK-dKO mice.

### Atrial AMPK deletion decreases Pitx2 and Mef2c expression in the left atrium.

To investigate the upstream mechanisms underlying atrial electrical remodeling, we performed an unbiased gene profile analysis to detect genes that were altered in the atrial AMPK-dKO model. 

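The arrays measured RNA from the excised atria of 12 male mice at 1 week of age, 4 control, 4 AMPK-dKO and 4 with atrial deletion of LKB1, a kinase upstream of AMPK. In AMPK-dKO atria the signal of *Prkaa2*, which encodes the AMPK α2 subunit, was 255 ± 23.4 (SD, n = 4 mice) at its brightest probe, against 254 ± 9.51 in control atria, and the log2 fold change was 0.00 (standard error 0.11). A dimmer *Prkaa2* probe fell by 0.50 (standard error 0.12, adjusted p = 0.0347 from limma), from 187 ± 19.0 to 133 ± 21.6, while its exact permutation p was 0.0571. This probe was also lower in the LKB1 arrays than in control (-0.31, adjusted p = 0.183 from limma). Its difference between AMPK-dKO and the LKB1 arrays did not pass (-0.19, adjusted p = 0.515 from limma), so its fall is not particular to AMPK-dKO. *Prkaa1*, for the α1 subunit, gave 96.0 ± 2.50 in AMPK-dKO and 103 ± 6.61 in control atria, close to the background of the arrays, and did not pass the test (log2 fold change -0.10, adjusted p = 0.317 from limma). The sources used here do not give where these probes lie in the transcripts, and a probe outside the deleted exons can stay bright in a knockout. *Stk11*, which encodes LKB1, and *Sln*, whose promoter drives the Cre recombinase, did not pass the test either (log2 fold changes 0.12 and -0.04).

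Of 13 measured genes for AMPK subunits and their upstream kinases, *Prkab1*, for the β1 subunit, fell by 0.26 (standard error 0.06, adjusted p = 0.0235 from limma, but 0.0751 without control replicate 3) and 12 did not pass, with 0 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.783 for the list). Of 12 kinases related to AMPK, limma called 0 over all genes. Adjusted over the list alone, and also at an unadjusted p under 0.05, 2 were higher, *Nuak1* (0.52) and *Mark3* (0.22), and the *t* test called 1 (camera adjusted p = 0.83). Over all genes both passed without LKB1 replicate 3 or 4, arrays outside this comparison (adjusted p = 0.0293 and 0.00172 for *Nuak1*, 0.0206 and 0.0499 for *Mark3*).

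The authors' deposited signals are quantile normalized and have no background subtracted. Unexpressed probes read near 85.1, so folds of dim genes are smaller than the underlying changes. Each gene was taken at its brightest probe, and the 23,767 probes above the background limit covered 12,241 genes. limma compared log2 signals with the 12 arrays in 1 fit, and each log2 fold change is AMPK-dKO relative to control. The sample labels name no side, so the left and right atria cannot be told apart. The arrays come from 2 slides, and the slide of each sample is not given. Whether the groups also differ by slide could therefore not be checked. The LKB1 arrays, which the paper does not report, add to the estimate of spread here. They also count in the background limit on probes and in the choice of each gene's brightest probe. The control arrays carry a wild-type label, whereas the usual control mice of the paper are littermates with both AMPK genes floxed. For ECG it also shows mice with the Cre alone and wild-type mice. The sources used here do not state which controls these arrays hold. If the control mice lacked the Cre, its effect cannot be told apart from that of the AMPK deletion.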

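In AMPK-dKO atria the expression of 753 of 12,241 genes changed at an adjusted p under 0.05 from limma, 394 higher and 359 lower, and 14 changed by 2-fold or more. *Scn10a*, which encodes the sodium channel Nav1.8, fell (log2 fold change -1.30, standard error 0.06, adjusted p = 2.78e-07), from a signal of 373 ± 18.1 to 152 ± 12.0 (SD, n = 4 mice per group). *Ptgds*, for a prostaglandin D synthase, fell by 1.65 (standard error 0.08), from 365 ± 36.2 to 115 ± 3.50, which is close to background. *Doc2g*, of a family of vesicle release proteins, fell by 1.62 (standard error 0.14), and *Clic6*, for a chloride intracellular channel protein, fell by 1.31 (standard error 0.18). The largest rise was that of *Nmrk2*, for a nicotinamide riboside kinase, from 182 ± 16.7 to 657 ± 136 (log2 fold change 1.83, standard error 0.37).

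Other large falls were those of the carboxylesterase gene *Ces1d* (-1.66, standard error 0.35), *Pum3*, for an RNA-binding protein (-1.22, standard error 0.09), the melanosome gene *Mlana* (-1.17, standard error 0.19) and *Hsd17b7*, for an enzyme of cholesterol synthesis (-1.04, standard error 0.23). The neuropeptide Y receptor gene *Npy1r* rose by 0.90 (standard error 0.11). *Ddah1*, whose product breaks down inhibitors of nitric oxide synthase, rose by 0.79 (standard error 0.20), the hyaluronan receptor gene *Cd44* by 0.70 (standard error 0.17) and *Gja4*, for connexin 37, by 0.69 (standard error 0.10). *Hectd2os* (0.72), *Fam216b* (0.70) and *Aup1* (0.70), for a lipid droplet protein, rose as well. Probes of 1 gene did not always move alike. Of 69 other probes of the called genes named here, 17 passed in the same direction, 1 in the opposite direction and 51 did not pass. A dim *Nmrk2* probe fell by 0.52 (adjusted p = 0.00648), and a second probe of *Aup1* (-0.08) did not pass the test. Probes near background cannot show a fall, and they are among the 51. Of the 70 called genes named for this comparison, 32 kept their call whichever array was left out. Those that lost it include *Ces1d* (adjusted p = 0.059 without control replicate 3), *Hsd17b7* (0.0597 without control replicate 1), *Fam216b* (0.0534 without control replicate 1), and *Ddah1* and *Cd44* (0.0965 each without control replicate 3). The count of 753 was 415, 461, 339 and 379 without control replicates 1 to 4, and 441 and 473 without AMPK-dKO replicates 2 and 4, and it was 1390 with the LKB1 arrays left out of the fit.

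The largest fall, -1.87 (standard error 0.39), was that of *Hspb7*, for a small heat shock protein of muscle. *Hspb7*, *Necap2* (-1.81, standard error 0.41), which acts in endocytosis, *Gpn2* (-1.26), *Bsdc1* (-1.25) and the glycosyltransferase gene *Extl1* (0.89, standard error 0.07) all lie on chromosome 4, as does the floxed *Prkaa2* (GRCm38.p6). Flanking sequence from another strain remains open as their cause, because the control arrays are labelled wild-type. The paper states that its mice were backcrossed to C57BL/6, and its usual controls are floxed littermates. *Hspb7* read 132 and 174 in AMPK-dKO replicates 1 and 3 but 567 and 505 in replicates 2 and 4, and a second *Necap2* probe did not pass the test (-0.23, adjusted p = 0.0596). *Necap2* also lost its call without control replicate 3 (adjusted p = 0.0665). Over all of chromosome 4, 67 of 758 genes changed, an odds ratio of 1.52 (Fisher's exact adjusted p = 0.0587). It passed without control replicate 2, 3 or 4, AMPK-dKO replicate 1, 3 or 4, or LKB1 replicate 2 or 3 (adjusted p = 0.000494 to 0.045).

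**Figure D1:**
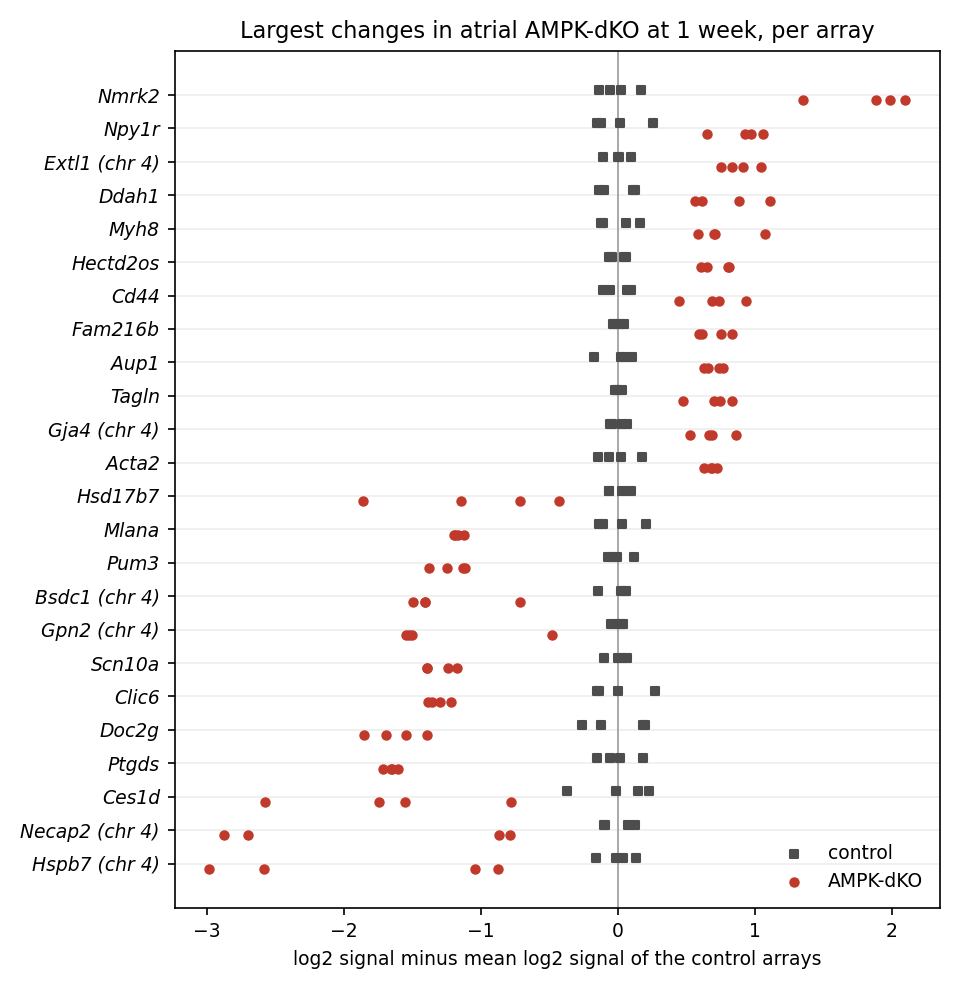
The 12 genes with the largest rise and the 12 with the largest fall in AMPK-dKO atria among called genes whose arrays do not overlap those of control, 1 point per array, as log2 signal minus the mean of the control arrays. Genes on chromosome 4 are marked.

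Some genes of fatty acid use fell. *Acot1*, for an acyl-CoA thioesterase, fell by 0.89 (standard error 0.12), the fatty acid-binding protein gene *Fabp3* by 0.72 (standard error 0.09) and *Cpt2*, for the carnitine palmitoyltransferase of the inner membrane, by 0.30 (standard error 0.06). Of 28 measured genes of fatty acid uptake and oxidation, these 3 fell and 25 did not pass, with 0 higher and 6 lower when adjusted over the list alone. The list lay lower than other genes by camera (adjusted p = 0.000333), but not with adjusted p = 0.593 with an estimated correlation, and it has 5 members in Supplemental Table 1 and is not independent of it. *Fabp3* and *Cpt2* are on chromosome 4, but both were also called lower in the LKB1 arrays against control (-0.62 and -0.35). *Ppargc1a*, a regulator of mitochondrial biogenesis, fell by 0.62 (standard error 0.16) and *Ssbp1*, for a mitochondrial DNA-binding protein, by 0.59 (standard error 0.09), whereas the estrogen-related receptor genes *Esrrb* (0.54) and *Esrrg* (0.33) rose. In that list of 16 measured genes 3 rose, 2 fell and 11 did not pass (3 and 3 over the list alone, camera adjusted p = 0.682). *Cox8b* (-0.49), *Ndufb9* (-0.40) and *Ndufb11* (-0.24) fell among 66 respiratory chain genes, and 63 did not pass (1 higher and 6 lower over the list alone, camera adjusted p = 0.647). With 1 array left out the adjusted p reached 0.108 for *Ppargc1a* (AMPK-dKO replicate 4), 0.0799 for *Esrrb*, 0.0988 for *Cox8b* and 0.0843 for *Ndufb11* (each control replicate 3), and 0.0826 for *Ndufb9* (control replicate 4). A second *Ndufb11* probe (0.02) did not pass.

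The glucose transporter gene *Slc2a1*, on chromosome 4, rose by 0.51 (standard error 0.12) and *Phkg1*, for a subunit of glycogen phosphorylase kinase, by 0.62 (standard error 0.16), while *Pdhb*, for pyruvate dehydrogenase, fell by 0.38 (standard error 0.07). They are the 3 called of 26 measured genes of glucose uptake, glycolysis and glycogen, with 5 higher and 2 lower when adjusted over the list alone and no shift of the list (camera adjusted p = 0.647). *Slc2a1* lost its call without control replicate 3 (adjusted p = 0.0916) and *Phkg1* without control replicate 4 (0.106). In the LKB1 arrays against control *Slc2a1* was also called higher (0.52). limma called 0 of 15 TCA cycle genes, 0 of 11 NRF2 targets and 0 of 16 genes of the unfolded protein and integrated stress response, over all genes or over the list alone. At an unadjusted p under 0.05, 3 TCA cycle genes were higher, among them *Idh3a* (0.23) and *Suclg1* (0.18), and 0 genes of the other lists passed, while the *t* test called 1, 0 and 0. Over all genes *Idh3a* passed without LKB1 replicate 2 (adjusted p = 0.0392) or 3 (0.0314) and *Suclg1* without LKB1 replicate 3 (0.035). Camera adjusted p was 0.83, 0.783 and 0.83 for these lists.

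Some targets of SRF, a transcription factor of the actin cytoskeleton, rose. *Tagln*, for transgelin, rose by 0.69 (standard error 0.18), the smooth muscle actin gene *Acta2* by 0.68 (standard error 0.09), the integrin gene *Itga7* by 0.46 (standard error 0.11), *Srf* itself by 0.43 (standard error 0.12) and *Fhl1*, for a LIM protein of muscle, by 0.38 (standard error 0.08). Of 19 measured SRF and myocardin targets 7 rose and 12 did not pass, with 10 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.000322, and adjusted p = 0.431 with an estimated correlation). *Acta2* and *Tagln* are also smooth muscle markers, and of 8 measured markers of smooth muscle and pericytes these 2 rose and 6 did not pass (2 and 0 over the list alone). That list shifted upward too (camera adjusted p = 0.00573, and adjusted p = 0.514 with an estimated correlation), so more smooth muscle in the tissue is not excluded. A second *Srf* probe (0.08) did not pass the test. Of the other *Acta2* probes, those at 0.13 and 0.31 did not pass and that at 0.56 did. With 1 array left out the adjusted p reached 0.0995 for *Tagln* (AMPK-dKO replicate 3), 0.0857 for *Itga7* (control replicate 1), 0.137 for *Srf* (control replicate 3) and 0.0538 for *Fhl1* (control replicate 4). The SRF list shares members with Supplemental Table 1, which was made from these samples, and is not independent of it. fry also called the SRF list (adjusted p = 0.00734) and the smooth muscle list (0.0492).

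*Flcn*, for folliculin, a partner of the AMPK-binding protein Fnip1 at the lysosome, fell by 0.61 (standard error 0.09), *Fnip1* by 0.32 (standard error 0.08) and the lysosomal sialidase gene *Neu1* by 0.25 (standard error 0.07). They are 3 of 27 measured lysosome and autophagy genes, of which 24 did not pass and 0 and 6 were higher and lower over the list alone (camera adjusted p = 0.00557, and adjusted p = 0.431 with an estimated correlation). The antigen presentation genes *H2-D1* (-0.43, standard error 0.07), *B2m* (-0.36, standard error 0.06) and *Psmb8* (-0.27, standard error 0.06) fell among 14 measured genes of MHC class I and the interferon response, and 11 did not pass (0 and 5 over the list alone). Camera adjusted p was 0.000333 for this list, and adjusted p = 0.514 with an estimated correlation. Both lists share members with Supplemental Table 1 and are not independent of it, and fry called the lysosome list (adjusted p = 0.0421) but not the MHC class I (0.0557) or fatty acid (0.124) list. The macrophage markers *Cx3cr1* (-0.42, standard error 0.08) and *Tyrobp* (-0.28, standard error 0.07) fell among 12 measured, and 10 did not pass (0 and 2 over the list alone). This list moved with MHC class I (camera adjusted p = 0.00279, and adjusted p = 0.514 with an estimated correlation), so fewer macrophages in the tissue stay open as a cause. With 1 array left out the adjusted p reached 0.118 for *Fnip1* (control replicate 1), 0.124 for *Neu1* and 0.0897 for *Psmb8* (both control replicate 4), and 0.123 for *Tyrobp* (control replicate 3).

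Among 11 sodium channel genes *Scn10a* and *Fgf13*, for a protein that binds sodium channels, fell (-0.44, standard error 0.10), and 9 did not pass (0 and 2 over the list alone, camera adjusted p = 0.251). The rotation test fry did call this list (adjusted p = 0.00136), which has 2 members in Supplemental Table 1 and is not independent of it. Of 25 potassium channel genes, *Kcnh2*, for the hERG channel, rose by 0.28 (standard error 0.07), while *Kcne1* (-1.49, standard error 0.33) and *Kcnip2* (-0.22, standard error 0.04) fell, and 22 did not pass (1 and 2 over the list alone, camera adjusted p = 0.271). *Kcne1* encodes a subunit of the slow delayed rectifier. It read 314 in AMPK-dKO replicate 2 and at most 108 in the other 3, and its other 2 probes (0.03 each) read near background in both groups, where a fall cannot show. *Kcnip2* read 92.7 ± 5.10 in AMPK-dKO, near background too, where folds are smaller than the underlying changes. Of 26 calcium handling genes the calsequestrin genes *Casq1* (0.49) and *Casq2* (0.38) and *Asph* (0.32), on chromosome 4, rose and 23 did not pass (3 and 0 over the list alone, camera adjusted p = 0.783). The T-type calcium channel gene *Cacna1h* fell by 0.70 (standard error 0.16), alone of 13 pacemaker genes (0 and 1 over the list alone, camera adjusted p = 0.643). Of 16 connexin and intercalated disc genes *Gja4*, on chromosome 4, and *Pkp4* (0.19) rose, *Dsg2*, for desmoglein 2, fell (-0.31, standard error 0.08), and 13 did not pass (2 and 3 over the list alone, camera adjusted p = 0.682). The sign of *Pkp4* turned with the mean of its probes. In the LKB1 arrays against control *Gja4* (0.92) and *Asph* (0.23) were also called higher. With 1 array left out the adjusted p reached 0.0712 for *Fgf13* (AMPK-dKO replicate 2), 0.121 for *Kcnh2*, 0.0653 for *Kcne1* and 0.0958 for *Dsg2* (each control replicate 1). It reached 0.12 for *Casq1* (AMPK-dKO replicate 4), 0.0826 for *Casq2* and 0.0777 for *Pkp4* (both control replicate 2), 0.246 for *Asph* (control replicate 1), and 0.0728 for *Cacna1h* and 0.0579 for *Kcnip2* (both control replicate 3).

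The elastin gene *Eln* rose by 0.42 (standard error 0.07), alone of 29 matrix and fibrosis genes (1 and 0 over the list alone, camera adjusted p = 0.251). *Nmrk2*, *Xirp2* (0.58, standard error 0.10), for an actin-binding protein of the intercalated disc, and *Fhl1* rose among 15 cardiac stress genes, and 12 did not pass (3 and 1 over the list alone, camera adjusted p = 0.123, and 0.0197 without AMPK-dKO replicate 4). *Ccnd1*, for cyclin D1, fell by 0.41 (standard error 0.09), alone of 20 cell cycle genes (0 and 2 over the list alone, camera adjusted p = 0.0502), but not without control replicate 3 (adjusted p = 0.0746). The cell cycle list passed camera without control replicate 3 or 4, LKB1 replicate 2, 3 or 4, or AMPK-dKO replicate 4 (adjusted p = 0.000879 to 0.0485). With an estimated correlation and all arrays, camera adjusted p was 0.8625 for the cell cycle list and 0.67 for the cardiac stress list. The neonatal myosin gene *Myh8* rose by 0.77 (standard error 0.15), and the slow and fast troponin I genes *Tnni1* (-0.82, standard error 0.17) and *Tnni2* (-0.75, standard error 0.12) fell. In their skeletal muscle list of 12, which shares members with Supplemental Table 1 and is not independent of it, 3 rose, 2 fell and 7 did not pass (3 and 2 over the list alone, camera adjusted p = 0.647).

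The atrial marker *Dkk3* fell by 0.84 (standard error 0.10), the fibroblast marker *Tcf21* by 0.41 (standard error 0.10) and *Dbh*, for the enzyme that makes noradrenaline, by 0.37 (standard error 0.08). The endothelial marker *Emcn* (0.36, standard error 0.10) and the lymphocyte gene *Cd8b1* (0.16, standard error 0.04) rose. The calls of *Tcf21* (adjusted p = 0.0799 without control replicate 3), *Dbh* (0.0511 without control replicate 4), *Emcn* (0.12 without control replicate 4) and *Cd8b1* (0.0814 without control replicate 4) were lost with 1 array left out. Each was the only gene called in its list, of 9 atrial, 8 fibroblast, 4 neural, 11 endothelial and 3 lymphocyte markers measured, over all genes and over the list alone. Camera adjusted p was 0.783 for the atrial, 0.0895 for the fibroblast, 0.783 for the neural, 0.647 for the endothelial and 0.647 for the lymphocyte list. limma called 0 of 4 ventricular, 5 epicardial, 4 erythroid and 3 adipocyte markers, and so did the *t* test. At an unadjusted p under 0.05 these lists held 0, 1, 1 and 0 genes, and camera adjusted p was 0.666, 0.266, 0.299 and 0.783. Camera called, with 1 array left out, the fibroblast list (adjusted p = 0.0201 and 0.0407 without AMPK-dKO replicate 1 or 2, and 0.0263 without LKB1 replicate 3), the epicardial list (0.0496 without control replicate 3 and 0.0328 without AMPK-dKO replicate 2) and the erythroid list (0.0435 without AMPK-dKO replicate 4). With an estimated correlation and all arrays, camera adjusted p was 0.792 for the fibroblast list and 0.8625 for each of the other 2. The ventricular *Myl2* (-1.02, standard error 1.16) ranged from 220 to 8546 among the AMPK-dKO arrays and from 326 to 7737 among the control arrays.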

There were 439 atrial genes that were differentially regulated as compared with control mice, 158 upregulated and 271 downregulated. 

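Of the left-right axis list, 10 genes were counted in the comparison of AMPK-dKO with control atria, and 0 of them passed the test, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 1 lower, and the *t* test called 0. The largest changes were those of *Shroom3*, for an actin-binding protein of epithelia (0.15, standard error 0.05, adjusted p = 0.0722 from limma, and 0.0293 without LKB1 replicate 3), and the axonemal dynein gene *Dnah11* (0.18, standard error 0.10, adjusted p = 0.317). The 1 lower gene, named after its values were seen, was *Snai1*, for a zinc finger transcription factor (-0.15, standard error 0.06, adjusted p = 0.175). The list as a whole did not shift (camera adjusted p = 0.798).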

We focused the analysis on identifying alterations in transcriptional pathways that are known to play a role in left-right asymmetry, since we had noticed that several genes, including *Gja5* and *Kcnj2*, appeared to be differentially affected by AMPK depletion in the left compared with the right atrium. Microarray data (Supplemental Table 1) revealed an interesting reduction in *Pitx2*, which encodes a homeobox transcription factor that plays a pivotal role in left-right determination during embryonic development (24). We then performed real-time quantitative PCR (RT-qPCR), which demonstrated a 160-fold higher expression of *Pitx2c* in left atria compared with right atria in control mice, consistent with its predominant left atrial expression pattern after development. However, the atrial AMPK-dKO mice exhibited a 60% reduction in *Pitx2c* mRNA expression in the left atria, while its level in the right atria was unchanged, thereby reducing the interatrial *Pitx2c* gradient (Figure 7A).

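*Mef2c* has 4 probes above the background limit, and none passed the test after adjustment over the 23,767 tested probes. These are more tests than the 12,241 genes behind the gene calls. *Srf* and *Casq1*, which were called over genes, had adjusted p = 0.0528 and 0.0535 from limma over probes. The probe in Supplemental Table 1 read 131 ± 17.8 (SD, n = 4 mice) in AMPK-dKO and 175 ± 10.6 in control atria, 1.35-fold lower, with a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.0522 from limma). Its groups did not overlap, and its exact permutation p of 0.0286 is the smallest that 4 against 4 arrays can give. A second probe gave -0.14 (standard error 0.07, adjusted p = 0.295). The brightest *Mef2c* probe gave 569 ± 78.0 in AMPK-dKO against 516 ± 19.3 in control (0.13, standard error 0.10, adjusted p = 0.51), and the remaining probe gave 242 ± 47.6 against 240 ± 17.0 (adjusted p = 0.988). The probe in Supplemental Table 1 is thus the only 1 of 4 with groups apart. It passed without AMPK-dKO replicate 1 (adjusted p = 0.0297) or without LKB1 replicate 1, 3 or 4 (0.0318, 0.0333 and 0.0384). Which transcripts each probe reads is not given in the sources used here.

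Of 25 measured cardiac transcription factors, *Srf* rose, *Tbx20*, a T-box factor of the chambers, fell by 0.48 (standard error 0.12, adjusted p = 0.0389), and 23 did not pass, with 1 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.682). Signals of *Tbx20* were 247 ± 27.7 in AMPK-dKO and 345 ± 16.6 in control, while its other probes (-0.17, -0.09 and -0.04, the last near background) did not pass. The calls of *Tbx20* (adjusted p = 0.102 without AMPK-dKO replicate 2) and *Srf* were lost with 1 array left out. *Tbx5* (-0.03, adjusted p = 0.866), *Nkx2-5* (0.08, adjusted p = 0.753) and *Gata4* (-0.06, adjusted p = 0.575), which act with these factors in heart development, did not pass the test.

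**Figure D2:**
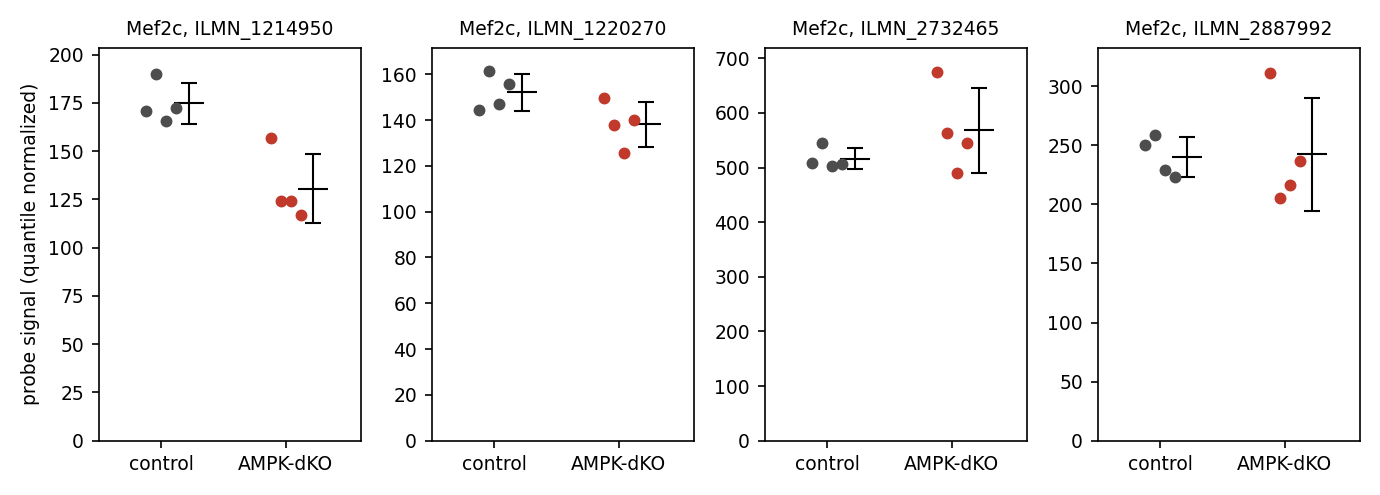
Signal of the 4 tested *Mef2c* probes in control and AMPK-dKO atria, 1 point per array with mean and SD (n = 4 mice per group). The first is the probe in Supplemental Table 1.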

The microarray screen also identified differential regulation of another transcription factor, *Mef2c*, known for its role in cardiac morphogenesis and myogenesis (25). RT-qPCR showed that *Mef2c* mRNA expression was 75% higher in the left atria compared with the right atria in control mice (Figure 7A). This interatrial gradient was abolished in the atrial AMPK-dKO mice because of selective downregulation of *Mef2c* in the left but not the right atria (Figure 7A). Other key transcription factors essential for cardiac development, such as *Tbx5* and *Nkx2-5*, were neither differentially expressed across the atria nor affected by AMPK deletion (Figure 7A).

### AMPK knockdown modulates levels of transcription factors that control the expression of ion channels and gap junction proteins in left atrial cardiomyocytes.

In order to more directly delineate the role of AMPK signaling in modulating transcriptional control of atrial ion channel subunits and gap junction proteins, we established an in vitro model of AMPK knockdown to avoid the possibility of compensatory genetic reprogramming in vivo. Since electrical remodeling was evident in the atrial AMPK-dKO mice as early as 1 week of age, we investigated the direct effects of AMPK knockdown in rat neonatal cardiomyocytes (Figure 7B), which achieved more efficient siRNA knockdown than could be accomplished in mouse atrial cardiomyocytes.

Using siRNAs targeted against *Prkaa1* (AMPK α1) and *Prkaa2* (AMPK α2), we observed greater than 75% efficiency of AMPK knockdown in separate right and left atrial cardiomyocyte preparations (Figure 7C). Silencing of AMPK in atrial cardiomyocytes led to a significant downregulation of *Pitx2c*, *Mef2c*, and *Gja5* while increasing *Hcn4* expression in the left atrial cardiomyocytes. Interestingly, there were no significant changes in right atrial cardiomyocytes despite their comparable degree of AMPK knockdown (Figure 7C). Overall, the results in isolated atrial cardiomyocytes paralleled our in vivo findings in the atrial AMPK-dKO mouse model. Further, these in vitro studies revealed greater intrinsic susceptibility of left atrial cardiomyocytes to molecular remodeling consequent to AMPK deletion than their right atrial counterparts.

To further understand the relationship between the transcription factors and the ion channels and connexins that were regulated by AMPK, we proceeded to knock down *Pitx2c* and *Mef2c* in the cardiomyocytes. Silencing *Pitx2c* resulted in upregulation of *Hcn4* expression in left but not right atrial cardiomyocytes, despite a comparable level of *Pitx2c* knockdown in the latter cells (Figure 7D). Silencing *Mef2c* resulted in significant reductions in *Gja1* and *Gja5* in left atrial cardiomyocytes, while their levels in right atrial cardiomyocytes were not significantly altered despite comparable *Mef2c* knockdown (Figure 7E). Potassium channel expression was not significantly affected by the knockdown of either *Pitx2c* or *Mef2c* in left or right atrial cardiomyocytes (Supplemental Figure 5). Taken together, these findings highlight potentially previously unrecognized molecular mechanisms mediating electrical remodeling in left atrial cardiomyocytes. They indicate that AMPK has an important role in regulating transcription factors, which control the expression of genes encoding proteins that are critical to atrial electrical function.

After completion of these studies, a different genotyping service instituted by our new animal care facility identified cases of heterozygous germline excision of *Prkaa1* and *Prkaa2* isoforms in our mouse colony. Therefore, we investigated the potential impact of such germline excision on the results. Heterozygous excision of *Prkaa1*, *Prkaa2*, or both had no effects on the atrial electrophysiological findings in control mice, since mice with heterozygous excision demonstrated similar heart rate variability to normal control mice (Sln Cre^–^ with homozygous floxed *Prkaa1* and *Prkaa2* alleles) (Supplemental Figure 6). In addition, heterozygous excision of *Prkaa1*, *Prkaa2*, or both was well-compensated for in left ventricular tissue; there was no evidence of reduced AMPK α1 or AMPK α2 expression or diminished phosphorylation of the AMPK downstream target ACC when comparing mice with heterozygous excision to normal control mice (Sln Cre^–^ with homozygous floxed *Prkaa1* and *Prkaa2* alleles) (Supplemental Figure 7). Outside of the heart, the liver showed a decrease in AMPK α1 expression but preserved AMPK α2 expression in the context of heterozygous *Prkaa1* and *Prkaa2* excision, respectively, but downstream ACC phosphorylation remained intact in liver samples from mice with heterozygous excision of *Prkaa1*, *Prkaa2*, or both.

## Discussion

The results of this study implicate the critical role of AMPK signaling in the governance of atrial homeostasis by defining the hierarchical alterations in electrophysiological function and structural remodeling caused by selective deletion of AMPK in the atria. Mice with conditional deletion of the AMPK α catalytic subunits in atrial myocytes developed atrial conduction and repolarization delays and atrial ectopic activity before the subsequent onset of spontaneous atrial fibrillation. Left atrial electrophysiological abnormalities could be explained, in part, by reprogramming of ion channels and connexins prior to the development of left atrial structural remodeling or fibrosis. The perpetuation of atrial fibrillation correlated temporally with the development of atrial interstitial fibrosis. The findings also provide insight into the molecular underpinnings of the atrial electrophysiological reprogramming, specifically revealing a link between AMPK deletion and the reduced expression of the left-sided transcription factors, *Pitx2c* and *Mef2c*. While *Pitx2c* exerted negative inhibitory effects on *Hcn4* expression, *Mef2c* positively regulated the expression of connexins.

### AMPK and atrial structural remodeling.

Atrial-specific AMPK deletion caused early right but not left atrial structural remodeling in mice prior to the onset of spontaneous sustained atrial fibrillation. Using contrast-enhanced micro-CT in mice as young as 4 weeks of age, we found early dilatation of the right atrium in the absence of right ventricular enlargement or contractile dysfunction, indicating that the atrial enlargement was a primary consequence of AMPK deletion. This differential right compared with left atrial enlargement points to chamber asymmetry in the biological response to the loss of AMPK activity. Interestingly, prominent right atrial enlargement was also reported in mice with striated muscle deletion of LKB1, which is the upstream kinase for AMPK and 12 other AMPK-related kinases (26). We later observed interstitial fibrosis in both the right and left atria at 8 weeks of age in the atrial AMPK-dKO mice, correlating with the onset of detectable atrial fibrillation. Subsequent left atrial dilatation was identified at 15 weeks of age, a time when most of the atrial AMPK-dKO mice demonstrated spontaneous atrial fibrillation. These latter findings suggest that left atrial remodeling could be a sequela of superimposed atrial fibrillation and/or the delayed consequence of AMPK deletion.

### AMPK and electrophysiological remodeling.

The electrocardiographic assessment of atrial AMPK-dKO mice demonstrated early prolongation of the P-wave duration in vivo, consistent with the delayed left atrial activation revealed by optical mapping of hearts ex vivo. In the absence of left atrial fibrosis or dilatation, these electrical abnormalities likely reflect downregulation of connexin and Nav1.5 expression, which occurred in this chamber prior to the onset of atrial fibrillation. The decrease in upstroke velocity observed in the left atrial optical action potential is also consistent with impaired conduction, likely due to reduced Nav1.5. Interestingly, a reduction in *Scn5a* encoding this channel was previously observed in mice with cardiac LKB1 deletion (27).

Atrial fibrillation is often associated with narrowing of the effective refractory period. However, prolongation of the refractory period can occur in a rate-dependent manner in the setting of underlying heart disease (28, 29). Such prolongation may contribute to atrial fibrillation by promoting arrhythmogenic triggers and increasing spatiotemporal repolarization gradients (5). AMPK deletion in our mouse model led to a prolongation of the left atrial action potential prior to the development of atrial fibrillation. This could be related in part to the associated downregulation of potassium channels that mediate repolarization of the atrial cardiomyocytes, including *Kcna5* and *Kcnq1*, which encode the Kv1.5 and Kv7.1 channels, respectively. Although the prolonged action potential duration may have acted to inhibit atrial fibrillation at an early age in the AMPK-dKO mice, reduced repolarizing currents might have been arrhythmogenic later in this model by inducing early atrial afterdepolarizations, action potential alternans, or the dispersion of repolarization (30).

AMPK deletion also led to the predominantly left-sided downregulation of *Kcnj2* transcripts and a diminished expression of the Kir2.1 protein that they encode. The Kir2.1 channel constitutes the main component of the inward rectifier potassium current, *I*_K1_ (31). In addition to its contribution to final repolarization, *I*_K1_ plays an important role in setting the resting membrane potential. As such, Kir2.1 downregulation would be expected to destabilize the resting membrane potential, which in combination with increased *Hcn4* expression in the left atrium could promote abnormal atrial automaticity and ectopy. The atrial AMPK-dKO mice demonstrated ectopic premature atrial complexes, which may also be triggers for atrial fibrillation, in contrast to the control mice that displayed uninterrupted normal sinus rhythm on the ECG. It is of interest to note that many of the ion channels and gap junction proteins that were altered by atrial AMPK deletion have been implicated in other murine models of atrial fibrillation.

### AMPK regulates transcription factors.

To our knowledge, these findings are the first to reveal that loss of AMPK affects the expression of cardiac transcription factors involved in right-left asymmetry and that these transcription factors regulate the expression of mRNA transcripts encoding gap junction proteins and ion channels in the atrium. Ion channels and connexins are known to be regulated via posttranslational phosphorylation by protein kinases, which modulate their activity and subcellular targeting (32–34). However, our results demonstrated a marked decrease in *Mef2c* transcripts, specifically in the left atria of the AMPK-dKO mice, and further showed the effect of AMPK knockdown to reduce *Mef2c* in primary left atrial myocytes. MEF2C is a cardiac-enriched transcription factor that is critical in heart development (35). Silencing *Mef2c* also resulted in reductions in connexin-40 expression in left atrial myocytes. Thus, these results implicate connexin-40 as a target of *Mef2c* and indicate a functional link between loss of AMPK and both MEF2C and connexin-40 expression in the left atrium.

Our studies also indicate that loss of AMPK activity affects atrial *Pitx2c* expression. In addition to the decrease in *Pitx2c* transcripts in the left atria of AMPK-dKO mice, in vitro knockdown of AMPK reduced *Pitx2c* expression in primary left atrial myocytes. PITX2 is a bicoid-related homeodomain transcription factor that has an essential role in directing cardiac asymmetric morphogenesis (24, 36). Although AMPK deletion had numerous effects on atrial gene expression, silencing *Pitx2c* recapitulated the effects of AMPK knockdown to increase *Hcn4* in primary left atrial cardiomyocytes. Prior studies have shown that mice deficient in PITX2C display right isomerism (37), suggesting that PITX2C inhibits the sinoatrial pacemaker activity in the left atrium (38, 39). Atrial deletion of PITX2 also causes atrial enlargement with extensive remodeling of ion channels, including *Scn5a* and *Kcnj2*, and conduction abnormalities (40). Thus, taken together, our findings indicate a functional link between metabolic signaling and transcriptional regulation, with AMPK deletion leading to loss of the inhibitory effect of *Pitx2c* on *Hcn4* expression.

### Temporal hierarchy and asymmetry of the atrial consequences of AMPK depletion.

Several observations should be highlighted regarding the sequence of pathogenic alterations in the atria consequent to AMPK deletion. Early electrophysiological remodeling, including prolongation of the P-wave duration and altered expression of channels responsible for atrial conduction and repolarization, was evident well before structural atrial remodeling. There was also asymmetric structural remodeling of the atria, with right atrial enlargement evident early prior to the onset of atrial fibrillation and left atrial enlargement developing several weeks later after the detection of atrial fibrillation. As noted, atrial fibrosis was detected at the stage that spontaneous atrial fibrillation started to emerge, consistent with the concept that fibrosis is important for the perpetuation of atrial arrhythmia (41). Despite its lesser early predilection to structural remodeling, the left atria of the atrial AMPK-dKO mice demonstrated more prominent alterations in the transcript levels of both channels (*Gja1*, *Gja5*, *Hcn4*, and *Kcnj2*) and transcription factors (*Pitx2c* and *Mef2c*) at a young age. These findings were recapitulated and even more pronounced in a cell-autonomous fashion, as evidenced by the differentially greater effects of siRNA knockdown of AMPK in isolated rat neonatal left compared with right atrial cardiomyocytes. In addition, transcription factor knockdown caused more dramatic alterations in channel expression in left compared with right atrial cardiomyocytes. The lesser effects of AMPK knockdown in isolated right atrial cardiomyocytes as compared with atrial tissue from the AMPK-dKO mice may reflect age or time dependence but also raise the interesting possibility that early stretch of the right atria in vivo might also have contributed to its channel remodeling in the intact mouse. Thus, the results overall highlight context-specific biological complexity in the response of the atria to metabolic stress, which is of interest and warrants additional investigation.

### Clinical implications.

We hypothesize that impaired AMPK activity may contribute to the high incidence of atrial fibrillation in elderly patients with metabolic diseases (4). Both aging and diabetes can cause impaired AMPK activation (42, 43), although the effects of these conditions on AMPK in the human heart are not known. Reduced AMPK phosphorylation was previously reported in atrial tissue excised during cardiac surgery from patients with persistent atrial fibrillation, while those with paroxysmal atrial fibrillation demonstrated increased AMPK phosphorylation (20). AMPK activation was further shown to protect against rapid pacing-induced metabolic stress in canine atrial cardiomyocytes (20). Together, these findings predict that a decrease in AMPK activity in susceptible patients may result in an electrophysiological reprogramming of atrial ion channels and gap junction proteins that might promote the development and perpetuation of atrial fibrillation.

AMPK deletion disrupted the expression of several genes encoding channels and transcription factors that have been linked to human atrial fibrillation. For instance, genome-wide association studies have reported risk variants adjacent to *PITX2* located on chromosome 4q25 that are strongly associated with atrial fibrillation (44). Mutations that result in the unstable expression of connexin-40 are also associated with lone atrial fibrillation (45). Disruptions in sodium influx via Nav1.5 channels have been correlated with an increased incidence of atrial fibrillation in humans (45, 46). Thus, intact AMPK function appears to have an important homeostatic role in the atria that affects downstream molecular mechanisms that have been implicated in human atrial fibrillation.

### Study limitations.

One limitation to note is that after completion of these studies, we identified examples of heterozygous germline deletion subsequently in our colony. Further investigation revealed that the mice compensated for heterozygous excision with no evidence of impaired AMPK downstream signaling. In addition, heterozygous excision of *Prkaa1*, *Prkaa2*, or both also had no effect on atrial electrophysiology. Thus, although we cannot fully exclude the possibility, it is unlikely that heterozygous background excision influenced the phenotype of either the AMPK-dKO or control mice.

### Conclusion.

In summary, AMPK plays a crucial role in maintaining electrophysiological homeostasis and preserving normal conduction in the atria. Atrial AMPK protects against the dysregulation of transcription factors that are essential for maintaining proper ion channel and gap junction protein expression. Deletion of AMPK in the atria promotes both the triggers and the substrate that predispose to the development of atrial fibrillation. These findings provide the rationale to investigate whether AMPK activators might have a role in the prevention and treatment of atrial fibrillation.

## Methods

### Generation of AMPK α1α2-KO mice.

We generated mice with an atrium-specific AMPK α1 α2 dKO by initially crossing *Prkaa1^fl/fl^* and *Prkaa2^fl/fl^* mice (47) on a C57BL/6 background (Charles River). Then, homozygous *Prkaa1^fl/fl^* *Prkaa2^fl/fl^* mice were crossed with C57BL/6 mice (48) expressing Cre-recombinase under the control of the Sln promoter (*Sln-Cre^+/–^*) to drive transcription in the atria. Mice expressing the Sln Cre-recombinase alone (*Sln-Cre^+/–^ Prkaa1^+/+^ Prkaa2^+/+^*) were used as additional controls. Mice were backcrossed in the C57BL/6 background for at least 7 generations.

After completion of these studies, this colony was relocated, and genotyping was performed by Transnetyx using RT-qPCR with primers to WT, floxed, and excised *Prkaa1* and *Prkaa2* alleles (Supplemental Table 2).

### ECG.

Surface ECGs were performed under isoflurane anesthesia (1%–2%) in an electrically shielded chamber to minimize background electrical noise interference, maintaining normal body temperature as previously described (27). Signal-averaged tracings of 10 consecutive beats were obtained using LabChart (AD Instruments), and at least 50 tracings per animal were quantified to calculate the P-wave duration, PR interval, QRS duration, and average heart rate. Spontaneous atrial fibrillation was defined as the presence of disorganized atrial activity with irregularly conducted QRS complexes, lasting more than 30 seconds in at least 2 separate 1-minute recordings on the same day. Heart rate variability was assessed during 60 seconds by comparing sequential R-R intervals (49).

### Transthoracic echocardiography.

Mice were anesthetized using isoflurane (1%–2%), and transthoracic echocardiography was performed while maintaining body temperature using a high-resolution ultrasound instrument (VisualSonics 2100) as previously outlined (27, 50).

### Contrast ECG-gated micro-CT.

Mice were anesthetized with isoflurane (1%–2%) and 80–100 μL of CT contrast (Exitron 12000, Miltenyi Biotec) was injected via a lateral tail vein. An ECG-gated CT scan was acquired on a hybrid SPECT/CT scanner (U-SPECT^4^CT MILabs). The ultra-focus CT system protocol (50 kVp, 0.48 mA) was used for assessment of atrial and ventricular chamber volumes and function. Images were reconstructed with filtered 8 back projection with a voxel size of 80 μm. The endocardial surfaces of the CT images were segmented from 3D images using semiautomated software (ITK-snap, http://www.itksnap.org) (51).

### Immunohistochemistry.

After mice had been heparinized and anesthetized with pentobarbital, the heart was perfused with 4% paraformaldehyde in cardioplegia solution as described previously (27).

### Hydroxyproline assay.

Whole atrial tissues were first hydrolyzed in 20% HCl at 120°C. After centrifuging the samples, the supernatants were transferred to a clear, uncoated, 96-well plate. Oxidized hydroxyproline was mixed with 4-(dimethylamino)benzaldehyde (Sigma-Aldrich) to produce a colorimetric product with its absorbance measured at 560 nm.

### RT-qPCR and immunoblot analysis.

Gene expression analyses were performed by RT-qPCR as previously described (27). Rapidly frozen right and left atrial tissues were homogenized using a bead mill TissueLyser II (Qiagen). Atrial lysates were prepared for immunoblotting using established methods (27). The following antibodies were used: AMPKα (D5A2), AMPKα2 (catalog 2757), phospho-AMPKα Thr^172^ (D4D6D), ACC (C83B10), phospho-ACC Ser^79^ (D7D11), connexin-43 (E7N2R), Nav1.5 (D9J7S), GAPDH (14C10) (all from Cell Signaling Technology), and Kir2.1 (N112B/1) (Abcam).

### Optical mapping of Langendorff-perfused murine hearts.

Hearts from AMPK-dKO and age-matched control mice were cannulated and retrogradely perfused through the aorta. Hearts were oriented within a custom-designed imaging chamber to ensure optimal exposure of the left atrium and left ventricle in the field of view. This orientation was chosen to elucidate the physiological consequences of the predominant molecular alterations that were more prominent in the left atrium. The optical mapping system was optimized for rodent hearts as previously described (52). Hearts were stained with the voltage-sensitive dye di-4-ANEPPS (Invitrogen) and exposed to a monochromatic excitation light. Emitted light was filtered through a long pass band filter (>630 m) and projected onto an 80 × 80 pixel charge-coupled device camera (SciMeasure Analytical Systems), yielding an interpixel spatial resolution of 50 μm. Volumetric ECG recordings (Biopac Systems MP150), as well as perfusion pressure and temperature, were recorded throughout the experiment. Mechanical contractions were minimized using an electromechanical uncoupler (Blebbistatin, Sigma-Aldrich). Hearts were paced from the left atrium at 10 Hz (pacing cycle length = 100 ms) using a unipolar electrode at 1.5× diastolic threshold. Atrioventricular capture was confirmed both electrically and optically.

### Analysis of periodic optical signals.

Raw data were collected, frame-selected, and processed in CardioPlex (RedShirt Imaging) and a custom-made software written in MATLAB (MathWorks). To improve signal-to-noise ratio, frames were temporally averaged over 8 consecutive beats. Images were further spatially averaged using a 5 × 5 uniform kernel at each pixel, normalized, baseline subtracted, and inverted. Activation delays were determined across left atrial and left ventricular mapping fields during steady-state pacing. Action potential duration was calculated for each pixel as the time difference between the action potential upstroke and the point at 75% repolarization from the peak (APD_75_). The values for the left atrium and ventricle represent the average of all action potential durations within the region of interest.

### Atrial myocyte isolation.

Neonatal atrial cardiomyocytes were isolated from rats (P1–P3) using collagenase/dispase-containing L15 medium (53). Suspended cardiomyocytes were plated into cell culture dishes precoated with collagen and were left undisturbed in the incubator for 18 hours to allow for adherence and spreading of cardiomyocytes.

### Cell transfection assays.

Mouse atrial cardiomyocytes underwent knockdown of *Prkaa1*, *Prkaa2*, *Pitx2c*, and *Mef2c* by siRNA treatment (Qiagen). Transfection of cells with siRNA was performed using a standard protocol with Lipofectamine RNAiMAX (Invitrogen).

### Data availability.

The data sets generated and/or analyzed during the current study are available from the corresponding author on reasonable request. Gene expression data files are available (National Center for Biotechnology Information’s Gene Expression Omnibus GSE200144).

### Statistics.

Results are presented as mean ± SEM. Statistical analyses were performed using GraphPad Prism 6. Comparisons between groups were made by parametric and nonparametric tests, including 2-tailed Student’s *t* test and 2-way ANOVA. For serial comparison of the echocardiogram and CT results, 2-way ANOVA and Holm-Šidák multiple-comparison test were used. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All protocols involving mice were approved by the Yale IACUC.

## Author contributions

KNS designed research studies, conducted experiments, acquired and analyzed data, and contributed to writing the manuscript. YM designed research studies, analyzed data, and contributed to writing the manuscript. MC, ZI, NR, XW, and NG conducted experiments and acquired and analyzed data. GKM designed research studies, analyzed data, and contributed to writing the manuscript. SLT conducted experiments, acquired and analyzed data, and contributed to writing the manuscript. AJS designed research studies, analyzed data, and contributed to writing the manuscript. MF and BV provided reagents and contributed to writing the manuscript. JGA analyzed data and contributed to writing the manuscript. FGA and LHY designed research studies, analyzed data, and contributed to writing the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

## Figures and Tables

**Figure 1:**
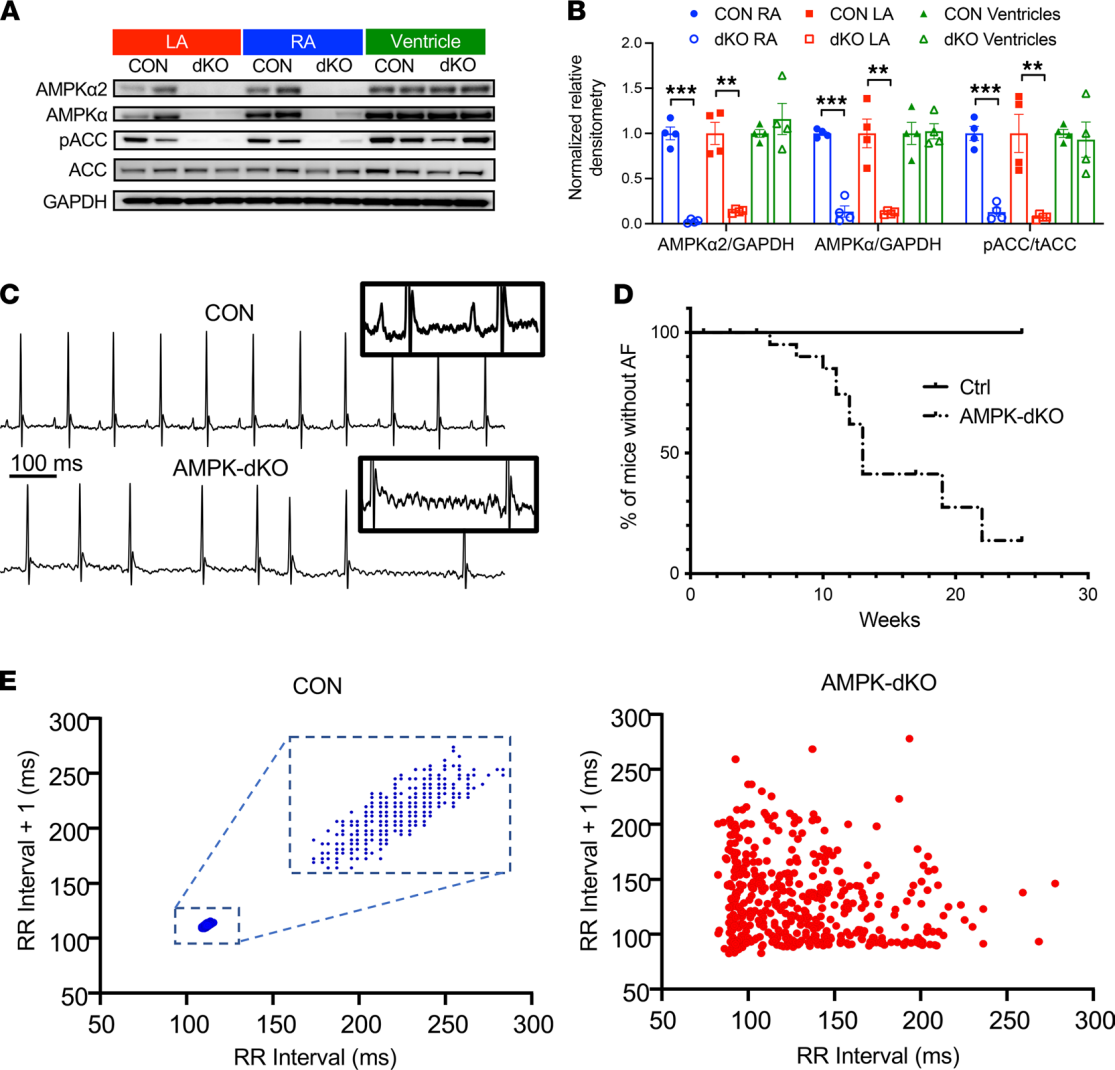
Atrium-selective deletion of AMPK leads to atrial fibrillation in mice. AMPK expression and the development of atrial fibrillation in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) compared with littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. (**A**) Representative immunoblots with antibodies recognizing the AMPK α2 subunit, both α1 and α2 AMPK subunits (AMPKα), the downstream AMPK target acetyl-CoA carboxylase (ACC), and the phosphorylated form of ACC (pACC) in the left atria (LA), right atria (RA), and left ventricle. (**B**) Corresponding densitometric quantification of the immunoreactive bands. Values are mean ± SEM of *n* = 6–8 per group. **P < 0.01, ***P < 0.001 versus CON by unpaired Student’s *t* test. (**C**) Representative in vivo ECG (lead II) tracings showing normal sinus rhythm in a CON and atrial fibrillation in an atrial AMPK-dKO mouse at 6 weeks of age. Insets show magnified views that demonstrate highly organized atrial P-wave electrical activity in CON and course fibrillatory waves in AMPK-dKO mice. Scale bars: 100 ms. (**D**) Kaplan-Meier analysis showing the 6-month event-free survival from atrial fibrillation in CON (*n* = 18) versus AMPK-dKO mice (*n* = 23), *P* < 0.001. (**E**) Graphs show heart rate variability in representative examples of CON mice in sinus rhythm and AMPK-dKO mice in atrial fibrillation, comparing sequential R-R intervals during 60-second recordings (*n* = 533 intervals for CON and *n* = 454 intervals for AMPK-dKO mice).

**Figure 2:**
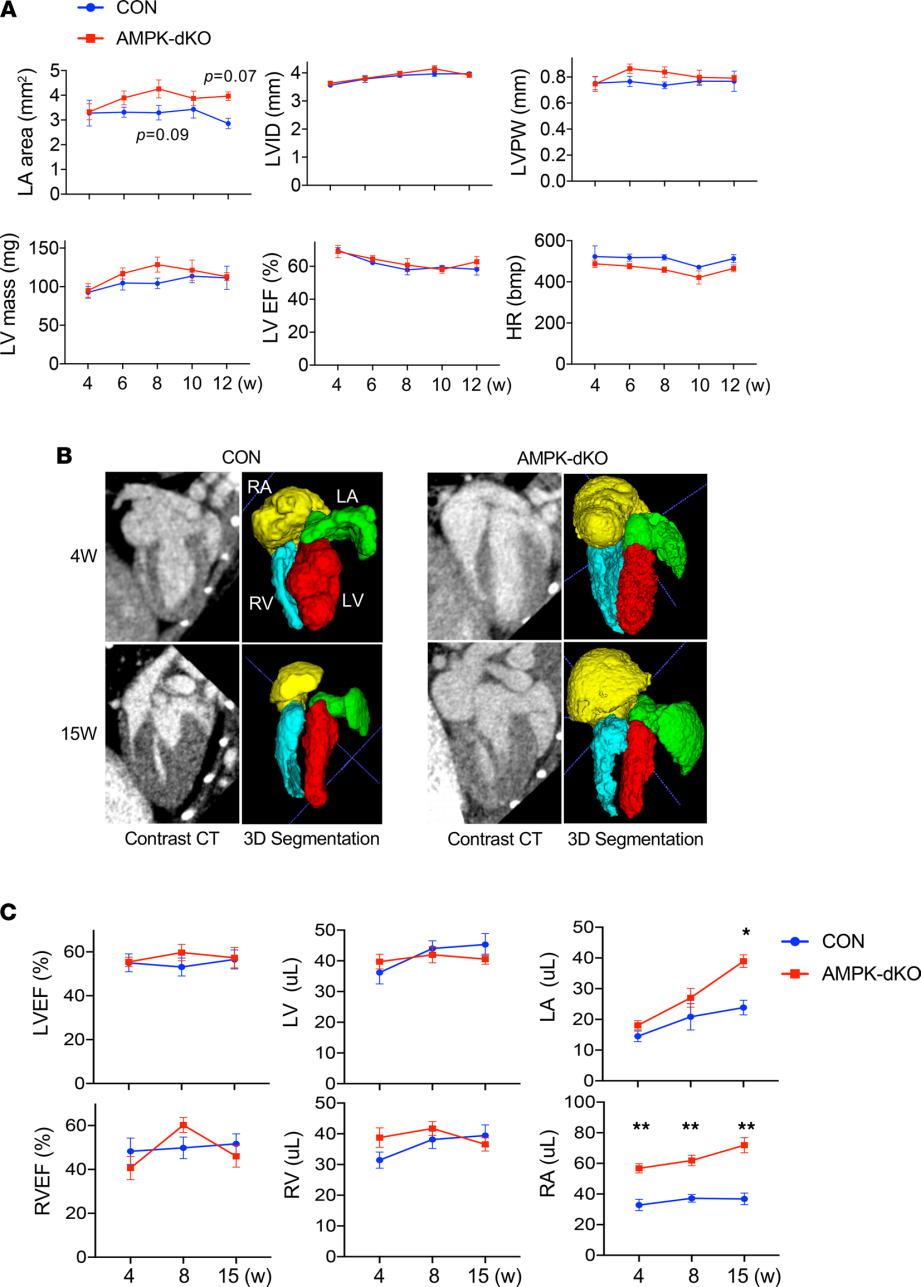
Cardiac structural remodeling in mice with atrial AMPK deletion. Echocardiogram and CT parameters were analyzed in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. (**A**) Serial echocardiographic measurements were performed between 4 and 12 weeks of age; graphs show left atrial (LA) area, left ventricular inner diameter at end-diastole (LVID), LV posterior wall thickness (LVPW), LV ejection fraction (LVEF), and heart rate (HR). Values are mean ± SEM, *n* = 6–9 per group. (**B**) Serial cardiac in vivo micro-CT imaging with contrast enhancement performed between 4 and 15 weeks of age. In representative examples of hearts of 4- and 15-week-old mice, the left panels show grayscale horizontal long axis CT cardiac images, and the right panels demonstrate color 3D segmentation reconstructions of the hearts. CT image acquisition was gated to the ECG cycle and was segmented into 8 phases. Images from atrial diastole (LV end-systole) are shown to visualize the fully filled atria. (**C**) Quantification of cardiac chamber volumes and ventricular ejection fractions (LVEF and RVEF) in mice imaged serially at 4, 8, and 15 weeks of age. Volumes in the fully filled atria (end of LV systole) and ventricles (end of LV diastole) are shown in the graphs. Values are mean ± SEM of *n* = 9–11 per group. *P < 0.05, **P < 0.01 versus matched controls by 2-way ANOVA with Holm-Šidák multiple-comparison test.

**Figure 3:**
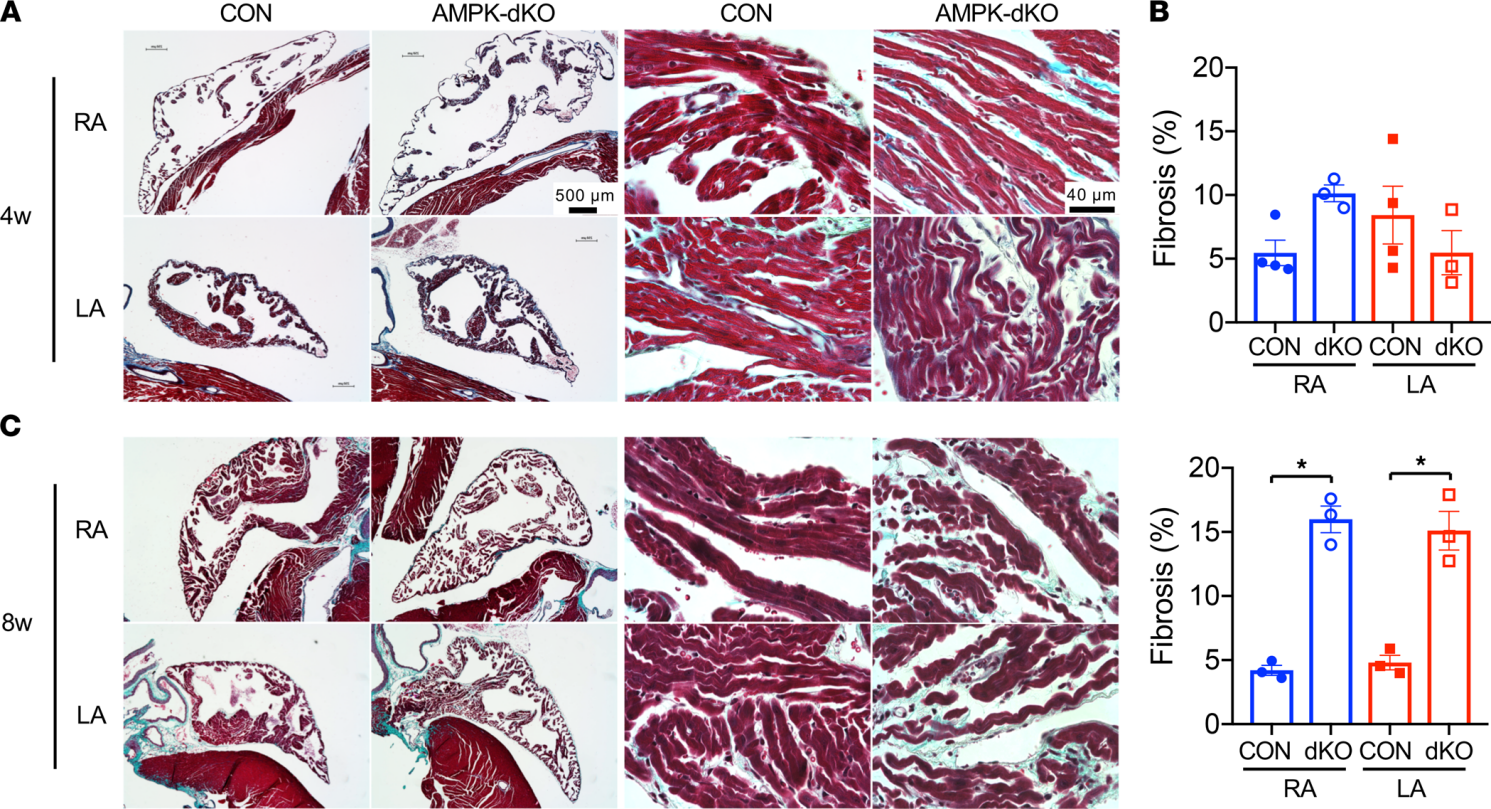
Differential atrial remodeling in mice with atrial AMPK deletion. Cardiac histology was analyzed in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. Representative histological fixed sections of atrial tissues stained with Masson’s trichrome. (**A**) Low-power cross-sectional images of RA and LA chambers (scale bars: 500 μm, first 2 columns) and corresponding higher magnification images of atrial myocardial tissue (scale bars: 40 μm, last 2 columns) from mice at 4 weeks of age. (**B**) Quantification of fibrosis as a percentage of total myocardial tissue area. *n* = 3–4 per group. (**C**) Low-power cross-sectional images of RA and LA chambers (scale bars: 500 μm, first 2 columns) and corresponding higher magnification images of atrial myocardial tissue (scale bars: 40 μm, last 2 columns) from mice at 8 weeks of age. Values are mean ± SEM of *n* = 3 per group. *P < 0.05 versus CON tissues by 1-way ANOVA.

**Figure 4:**
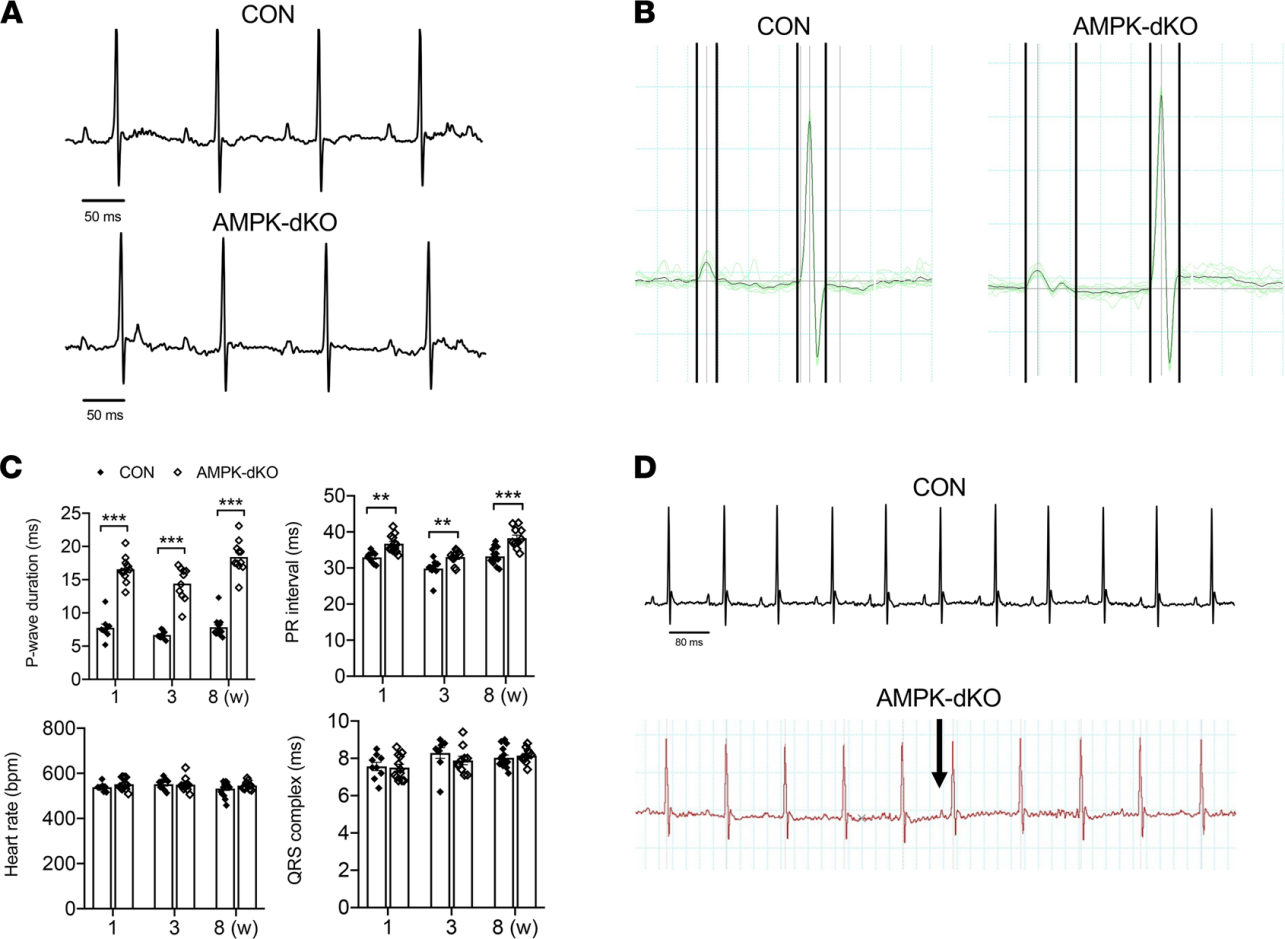
Atrial AMPK deletion prolongs atrial depolarization and causes premature atrial ectopic complexes prior to the development of atrial fibrillation in mice. Serial cardiac in vivo surface ECGs were performed in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. AMPK-dKO mice developed prolonged P-wave duration at a young age without altered ventricular conduction time or heart rate. (**A**) Representative ECGs (lead II) showing P-wave morphology in AMPK-dKO and CON mice at 1 week of age. (**B**) Representative signal-averaged tracings of 10 consecutive heartbeats used for quantitative electrocardiographic analysis. Vertical black lines denote the start and termination of atrial depolarization (P-wave duration) and ventricular depolarization (QRS complex duration). Scale bars 50 ms. (**C**) Quantification of P-wave duration, atrial-ventricular conduction time (PR interval), heart rate (HR), and QRS complex duration in mice at 1, 3, and 8 weeks of age. Values are mean ± SEM of *n* = 6–8. **P < 0.05, ***P < 0.01 versus CON by unpaired Student’s *t* test with correction for multiple comparisons. (**D**) Representative example of ectopic premature atrial complex in an AMPK-dKO mouse (denoted by the black arrow). Scale bar: 80 ms.

**Figure 5:**
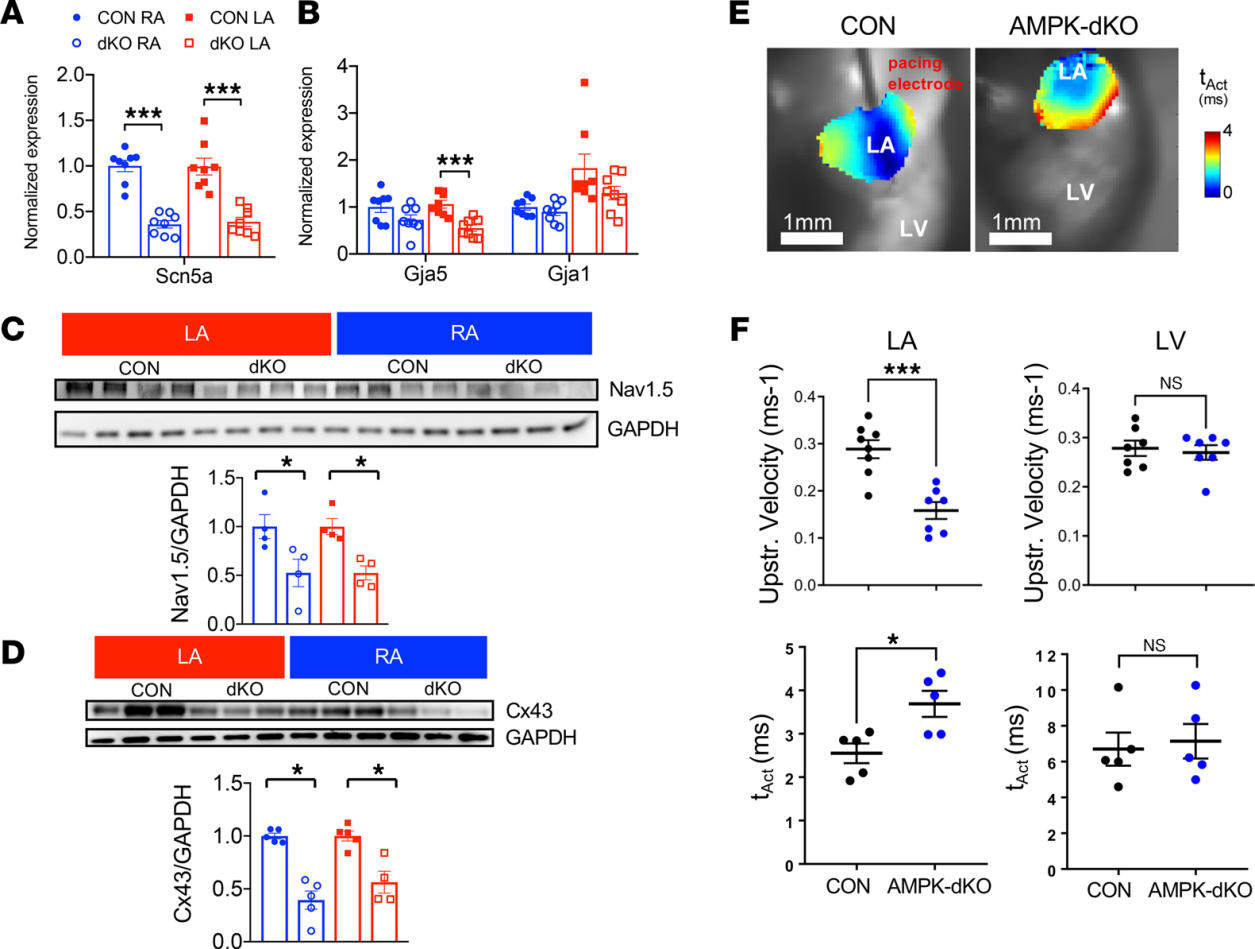
Molecular alterations associated with prolonged left atrial activation time in mice with atrial AMPK deletion. Atrial expression of ion channels and gap junction proteins critical to atrial conduction and ex vivo atrial conduction time in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. (**A**) *Scn5a* mRNA transcripts encoding the voltage-gated sodium channel Nav1.5 and (**B**) *Gja5* and *Gja1* mRNA transcripts encoding the gap junction proteins connexin-40 and connexin-43, respectively, in right atria (RA) and left atria (LA) from 1-week-old mice. (**C**) Representative Nav1.5 immunoblots from RA and LA from 4-week-old mice with corresponding densitometric quantification. GAPDH was used as loading control. Lysates were run on parallel gels simultaneously and probed for total proteins. (**D**) Representative connexin-43 immunoblots from RA and LA from 4-week-old mice with corresponding densitometric quantification. (**E**) Representative left atrial depolarization isochrones from high-resolution optical action potential mapping in CON and AMPK-dKO hearts. Scale bar: 1 mm. (**F**) Quantification of upstroke (upstr.) velocity and tissue activation time (t_Act_) in left atria and left ventricles of 6-week-old mice. Values are mean ± SEM of *n* = 5–8. *P < 0.05, ***P < 0.001 versus control by unpaired Student’s *t* test.

**Figure 6:**
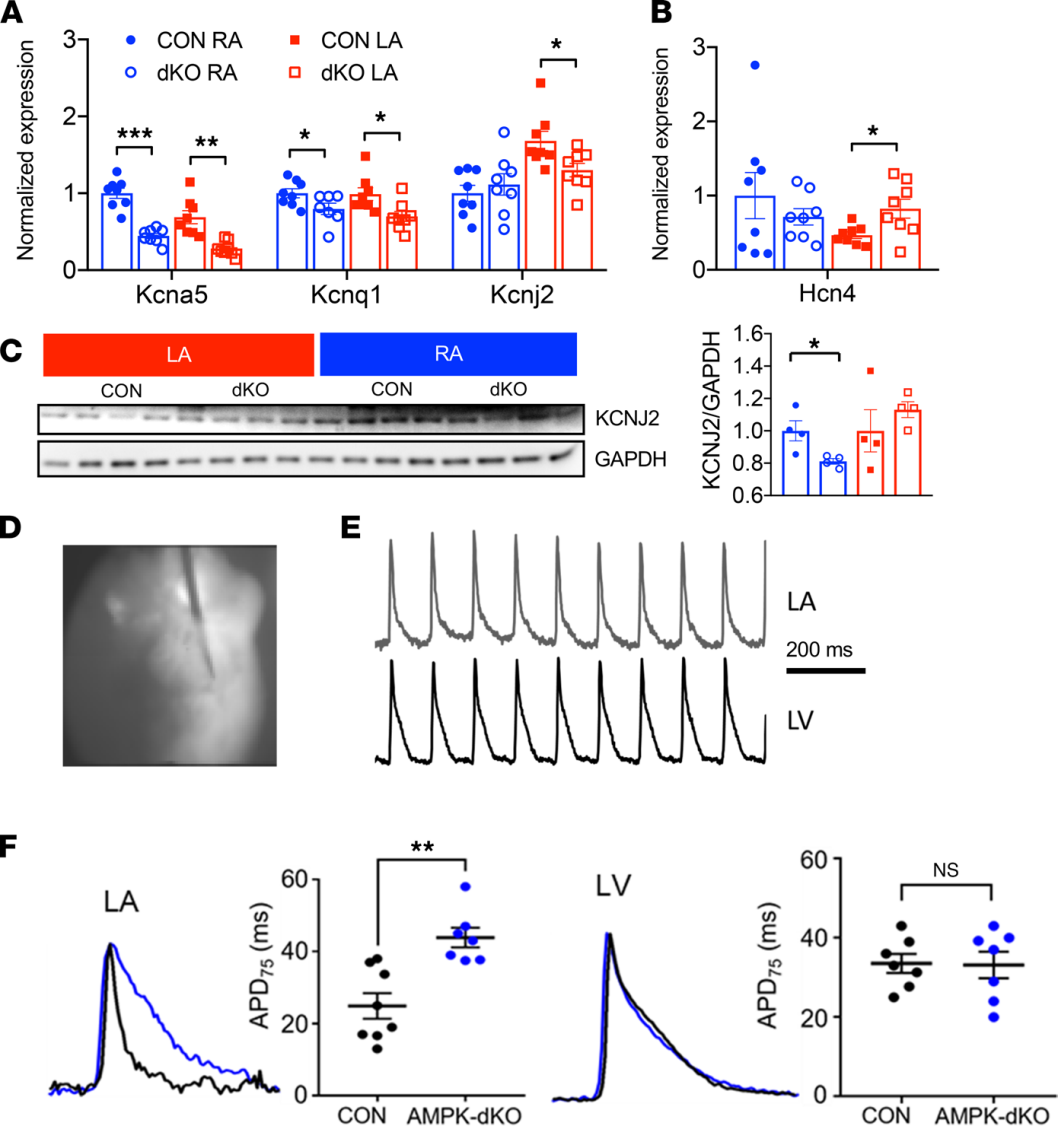
Decreased atrial potassium channel expression and prolonged electrophysiological repolarization in hearts from mice with atrial AMPK deletion. Atrial channel expression and high-resolution optical action potentials in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fll^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. (**A**) mRNA transcripts encoding the repolarizing Kv1.5 (*Kcna5*), Kv7.1 (*Kcnq1*), and the inward rectifier Kir2.1 (*Kcnj2*) channels in right atria (RA) and left atria (LA) from 1-week-old mice. (**B**) mRNA transcripts encoding the “funny current” (*Hcn4*) from 1-week-old mice. Values are mean ± SEM of *n* = 6 per group. (**C**) Representative Kir2.1 immunoblots from RA and LA from 4-week-old mice with corresponding densitometric quantification. Proteins were immunoblotted after transfer from the same gel used for Nav1.5 and GAPDH detection (in Figure 5C) and the GAPDH immunoblot was again used as the loading control for Kir2.1. Values are mean ± SEM of *n* = 4 per group. (**D**) Representative image of an ex vivo perfused heart from a 6-week-old CON mouse oriented to optimize the simultaneous mapping of the left atrial and ventricular surfaces during atrial pacing. (**E**) Representative LA and left ventricular (LV) optical action potential traces that document the ability to accurately resolve both depolarization and repolarization. Scale bar: 200 ms. (**F**) Quantification of LA and LV action potential duration (APD_75_) in hearts from 6-week-old mice. Values are mean ± SEM of *n* = 6–8 per group. *P < 0.05, **P < 0.01, ***P < 0.001 versus CON by unpaired Student’s *t* test.

**Figure 7:**
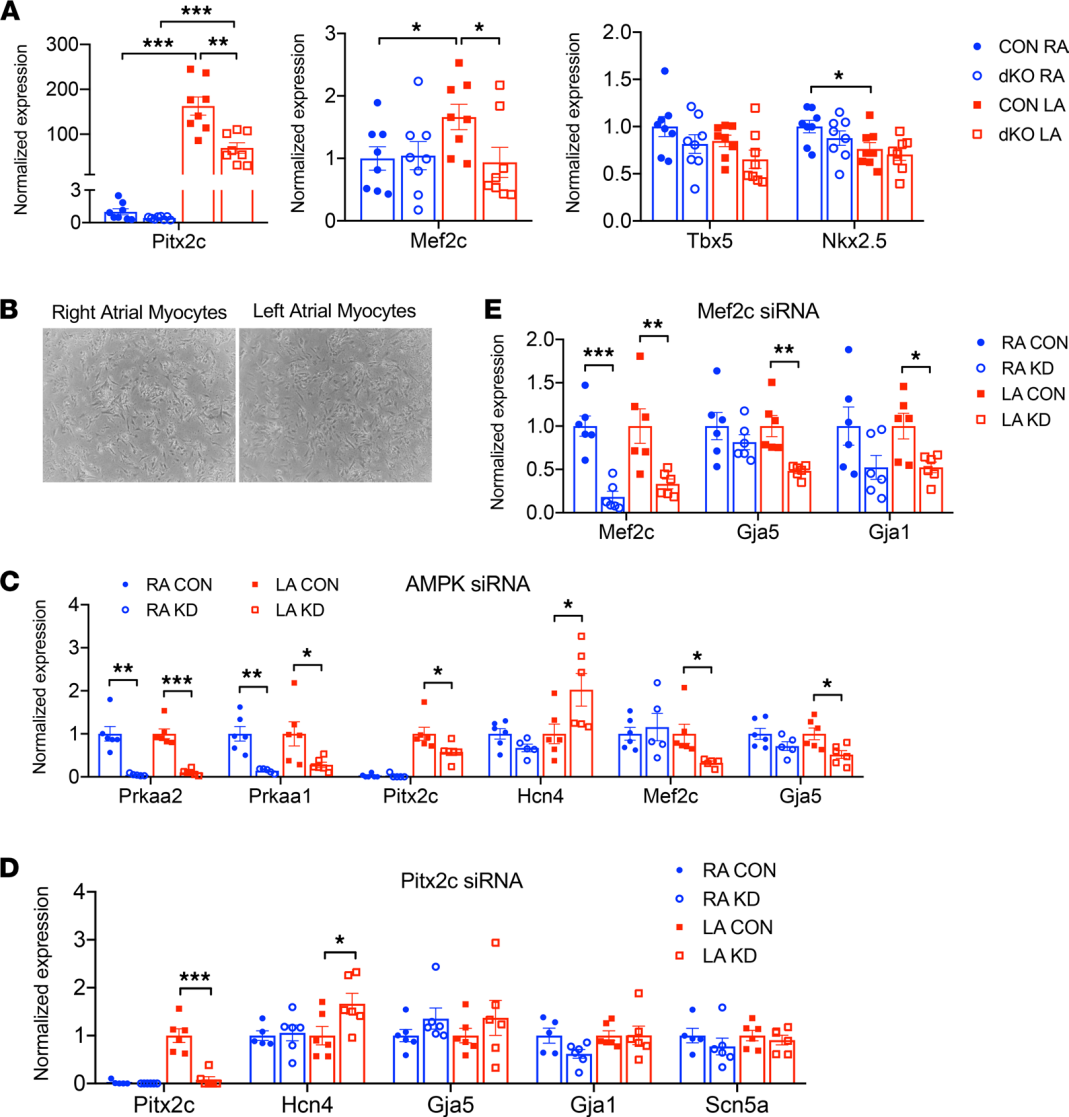
AMPK modulates the expression of the funny current channel and connexins in the left atrial cardiomyocytes through regulation of *Pitx2c* and *Mef2c*. Transcription factor expression in AMPK double-KO *sarcolipin-Cre Prkaa1^fl/fl^ Prkaa2^fl/fl^* (AMPK-dKO) and littermate control *Prkaa1^fl/fl^ Prkaa2^fl/fl^* (CON) mice. Effects of transcription factor knockdown in isolated left atrial (LA) and right atrial (RA) myocytes. (**A**) mRNA transcript levels of the transcription factors *Pitx2c*, *Mef2c* *Tbx5*, and *Nkx2.5* in right atria and left atria of 1-week-old mice. Values are mean ± SEM of *n* = 6. *P < 0.05, **P < 0.01, ***P < 0.001 versus CON by unpaired Student’s *t* test. (**B**) Representative micrographs of primary right and left atrial cardiomyocytes isolated from neonatal rats. (**C**) mRNA transcript levels of transcription factors, ion channels, and connexins after siRNA-mediated knockdown of AMPK α1 (*Prkaa1*) and AMPK α2 (*Prkaa2*) in right and left atrial cardiomyocytes. (**D**) mRNA transcript levels of channels and connexins after siRNA knockdown of *Pitx2c*. (**E**) mRNA transcript levels of connexin-40 (*Gja5*) and connexin-43 (*Gja1*) after *Mef2c* knockdown. Values are mean ± SEM of *n* = 6–8 per group. *P < 0.05, **P < 0.01, ***P < 0.001 versus scrambled siRNA controls by unpaired Student’s *t* test.

## Version 1 04/22/2022

Electronic publication

## Version 2 05/06/2022

Updated issue number

# Supplementary material for: Atrial AMP-activated protein kinase is critical for prevention of dysregulation of electrical excitability and atrial fibrillation
**Source:** JCI Insight. 2022 Apr 22;7(8):e141213. doi: 10.1172/jci.insight.141213
**Supplement:** Supplemental data

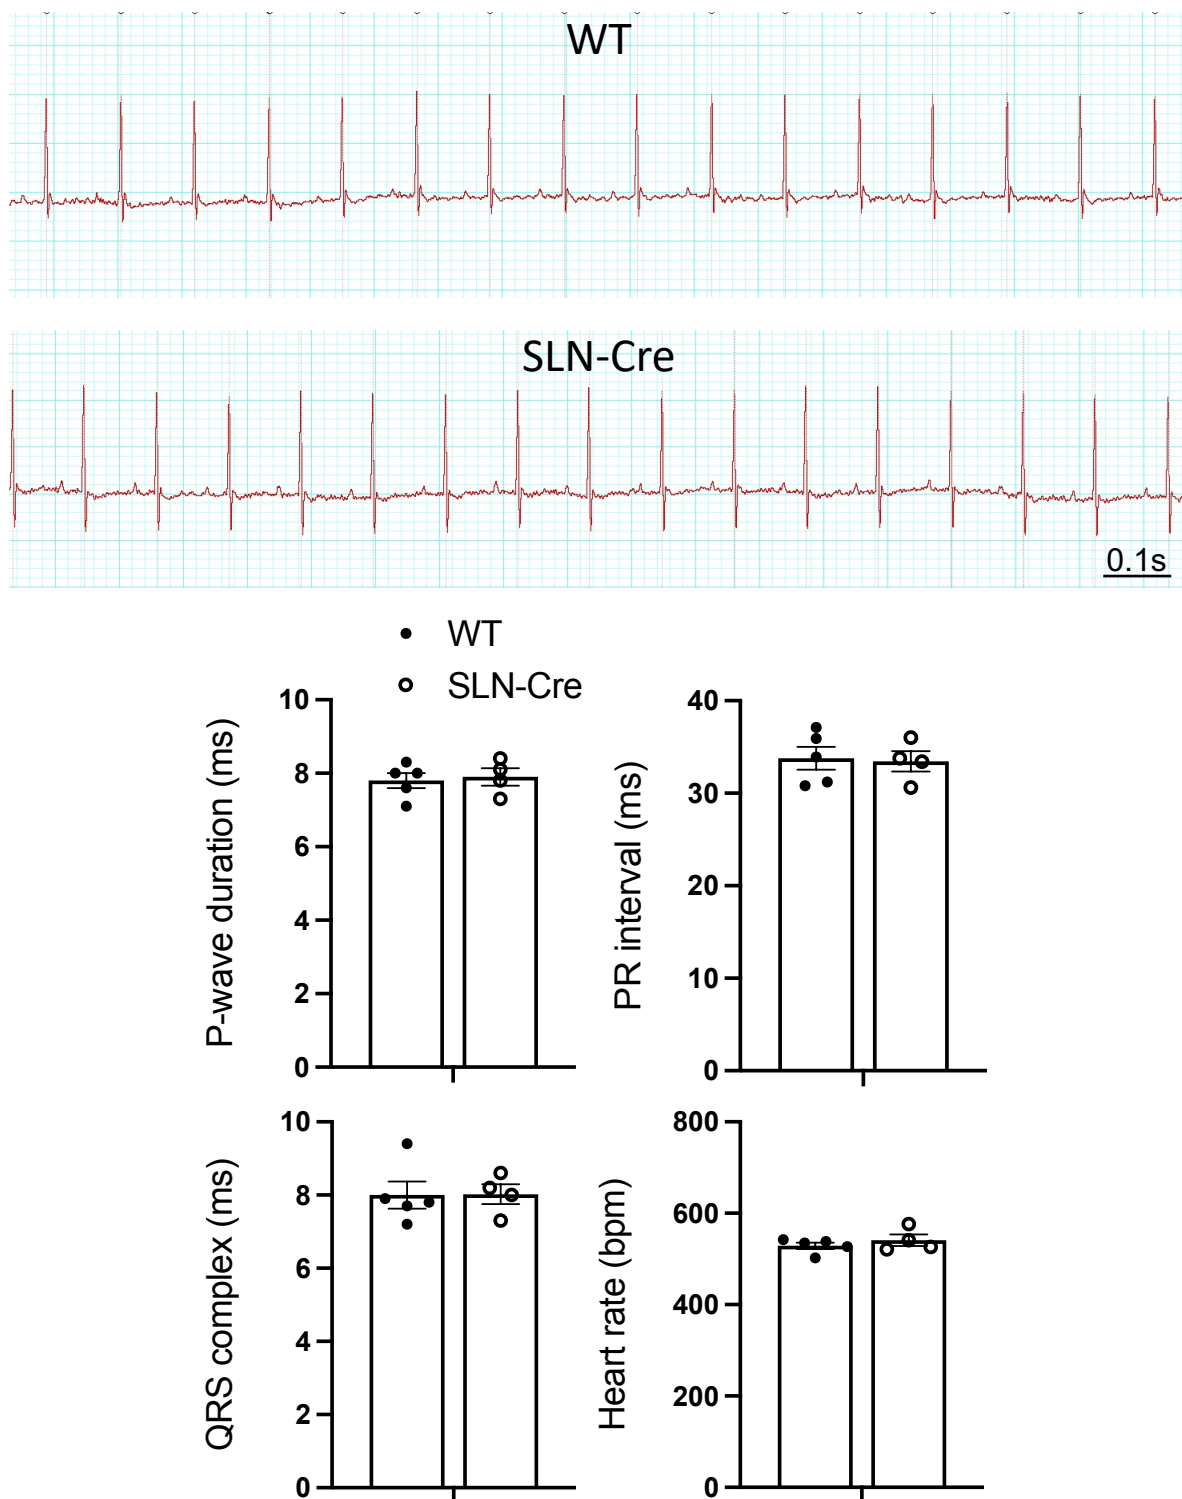

Supplemental Figure 1. Electrocardiographic findings in sarcolipin-Cre AMPK $\alpha 1^{+/+}\alpha 2^{+/+}$ (SLN-Cre) compared to wild type (WT) mice at 8 weeks of age. Representative ECG tracings in the upper panel and quantification of ECG parameters in lower panel.

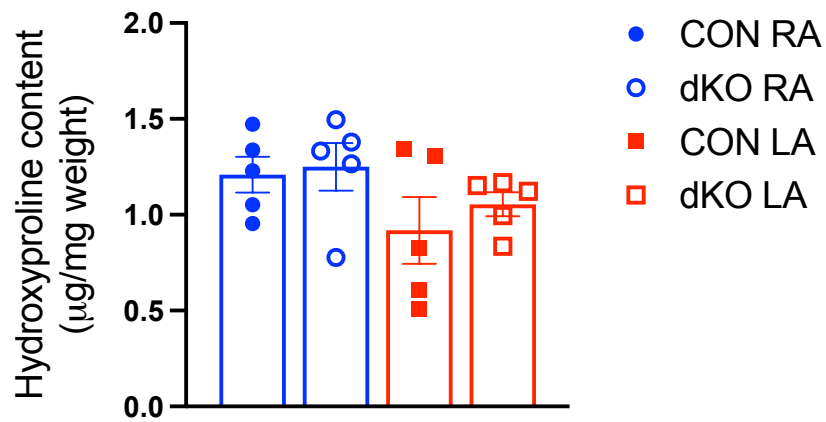

Supplemental Figure 2. Hydroxyproline content in right atrial (RA) and left atrial (LA) myocardial homogenates from control (CON) and atrial AMPK double knockout (dKO) mice at 4 weeks of age.

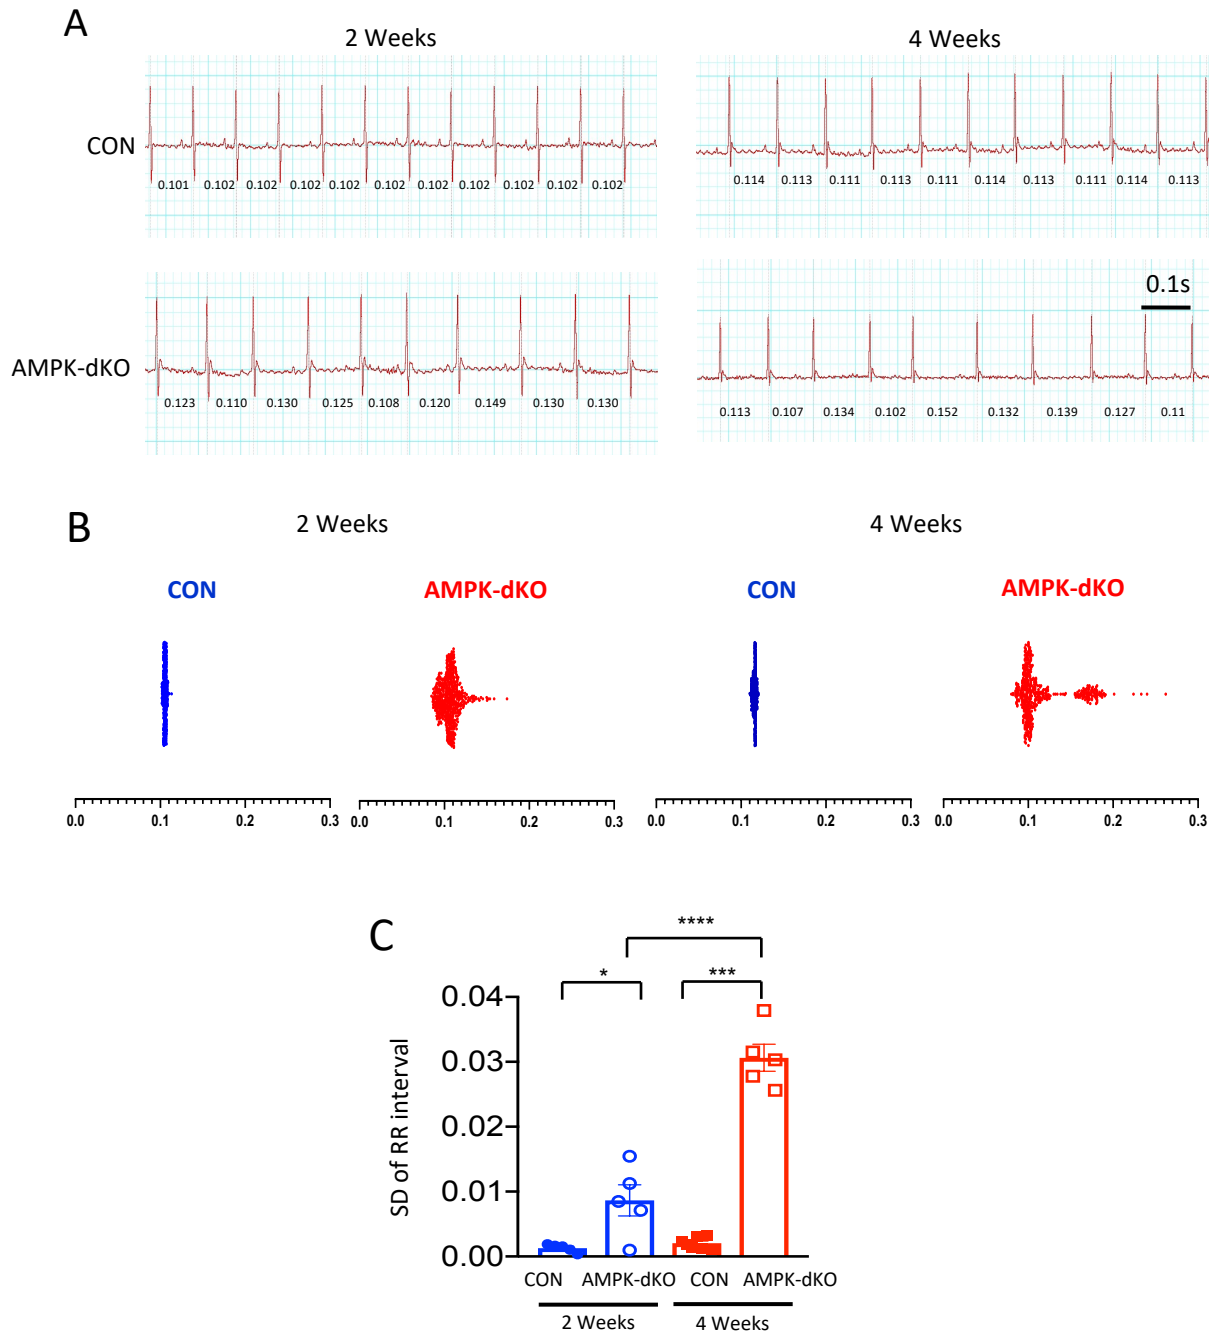

Supplemental Figure 3. Atrial ectopy in atrial AMPK double knockout (dKO) mice. (A) Representative examples of electrocardiogram tracings in control (CON) and AMPK-dKO mice at 2 and 4 weeks of age including individual RR intervals (sec). (B) Representative graphs of the variability of individual RR intervals in the CON and AMPK-dKO mice during 1-minute recordings under light inhaled anesthesia. (C) Comparison of standard deviations (SD) in the heart rate, quantified during the 1-minute recordings in AMPK-dKO and CON mouse (n=5 per group). * $p < 0.05$, *** $p < 0.001$ vs. CON; **** $p < 0.0005$ at 2 vs. 4 weeks of age.

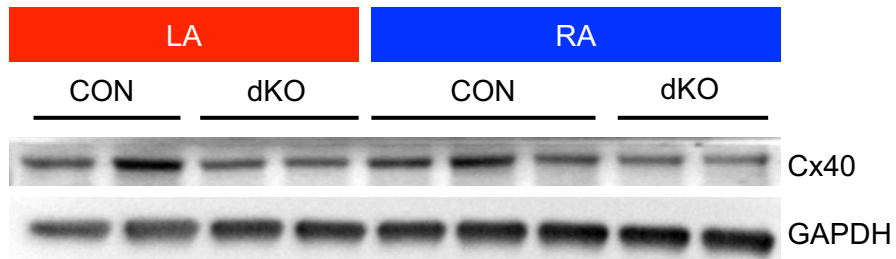

● CON RA   ■ CON LA
 ○ dKO RA   □ dKO LA

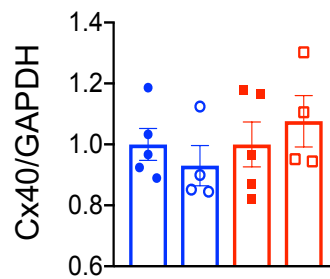

Supplemental Figure 4. Connexin 40 (Cx40) immunoblots showing its expression in the left atria (LA) and right atria (RA) of atrial AMPK double knockout (dKO) and control (CON) mice at 4 weeks of age.

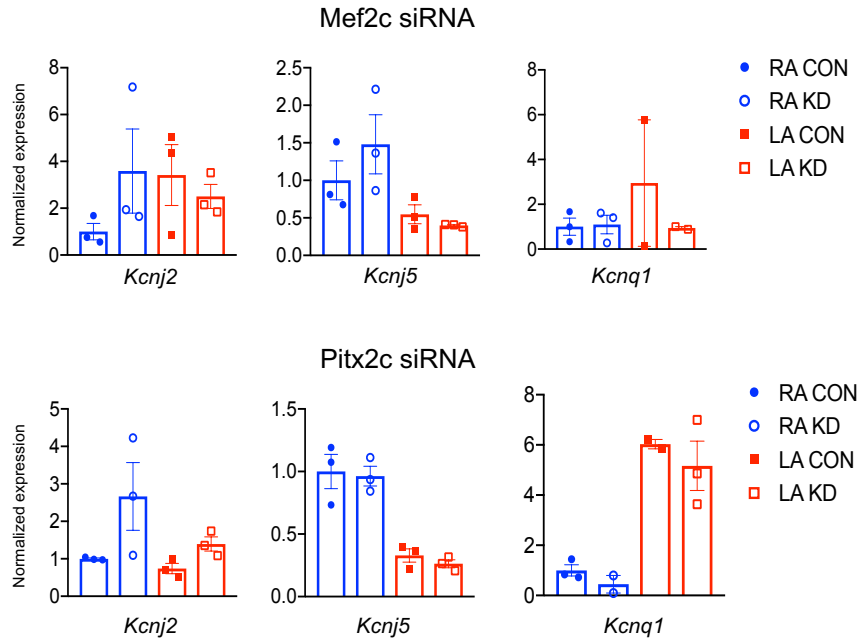

Supplemental Figure 5. Potassium channel expression after knockdown of the transcription factors Mef2c and Pitx2c in atrial cardiomyocytes. The mRNA transcript levels of *Kcnj2*, *Kcnj5*, and *Kcnq1* were measured in left and right atrial rat neonatal cardiomyocytes following siRNA-mediated knockdown (KD) of *Mef2c* (upper panel) and *Pitx2c* (lower panel).

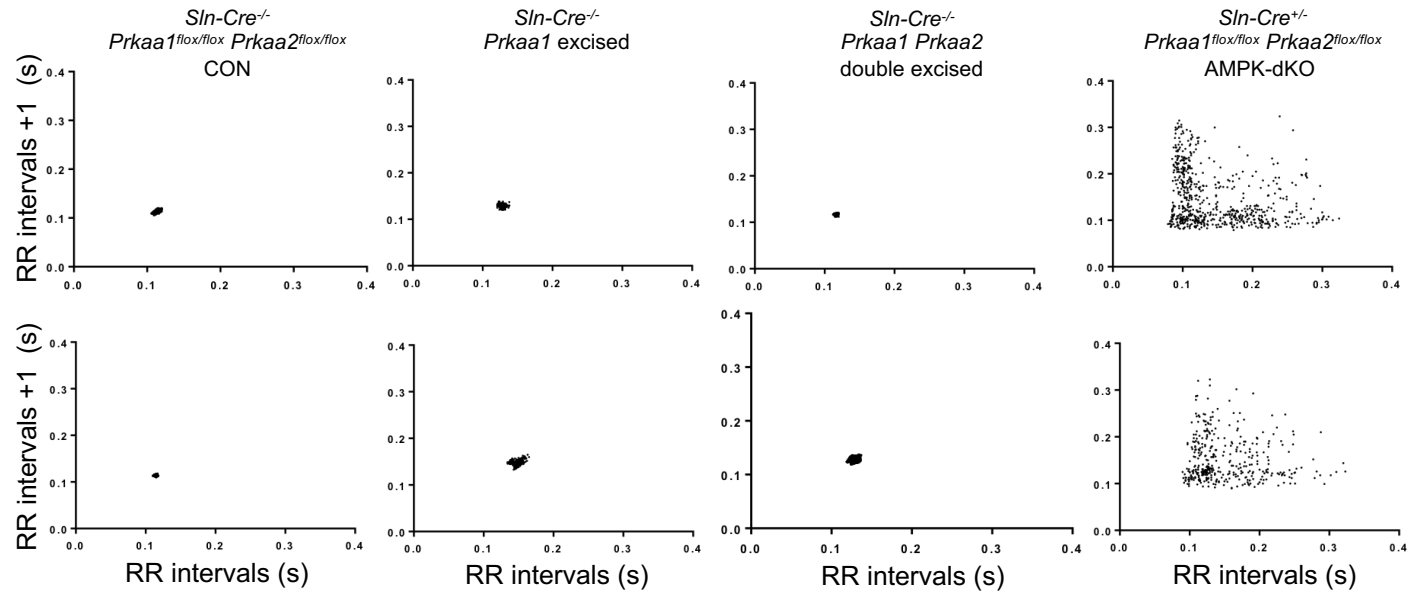

Supplemental Figure 6. Heart rate variability of a representative homozygous floxed *Prkaa1* and *Prkaa2* control (CON), heterozygous excision of *Prkaa1*, heterozygous excision of *Prkaa1* and *Prkaa2*, and AMPK double knockout (dKO). Graphs compare sequential R-R intervals during 60-second electrocardiographic recordings.

A

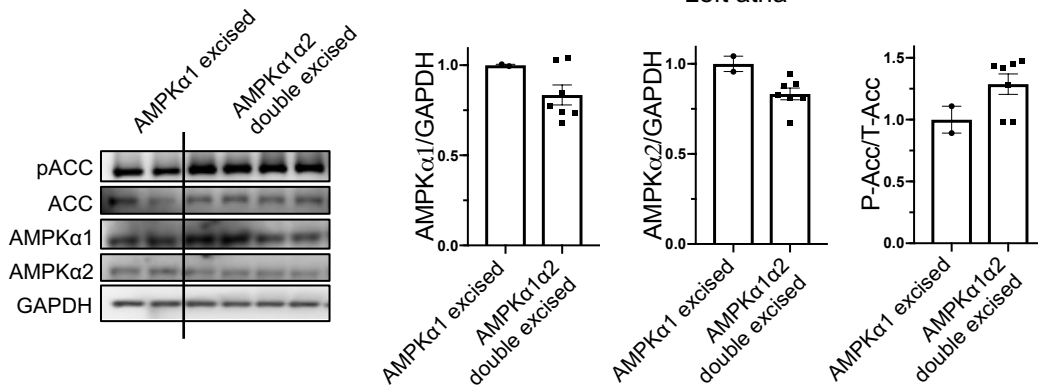

B

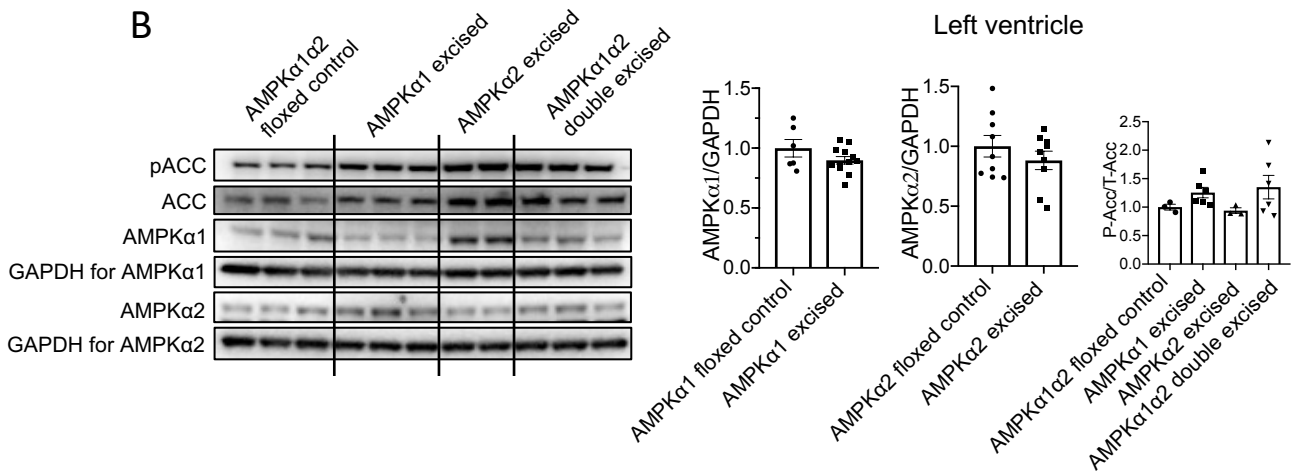

C

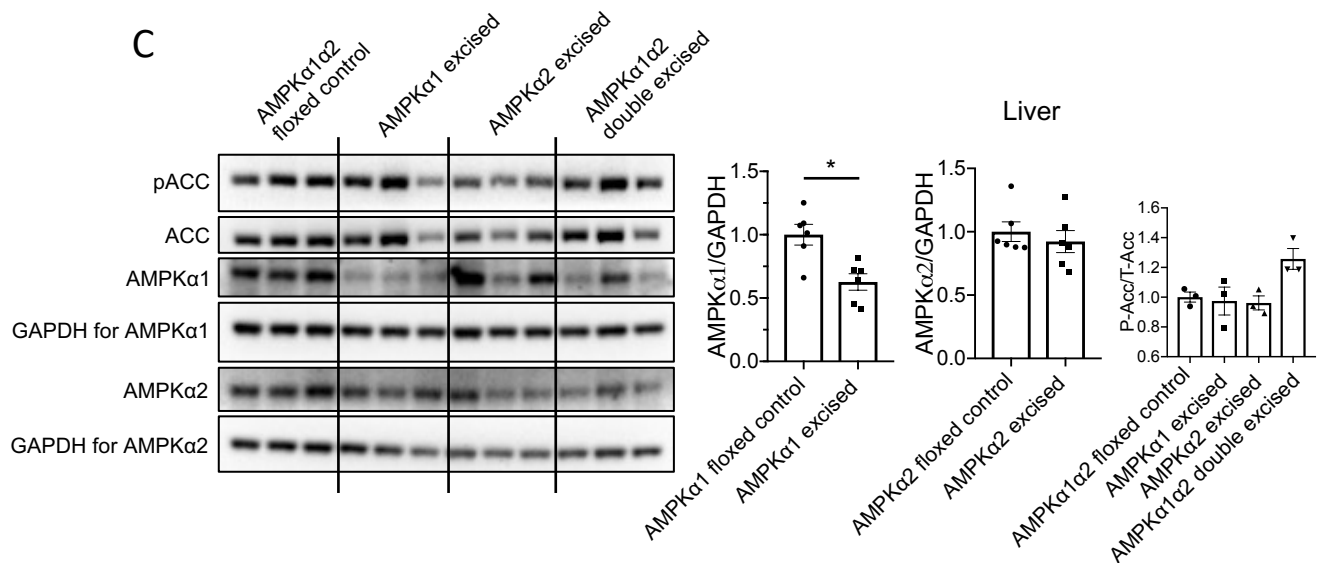

Supplemental Figure 7. Representative immunoblots with antibodies recognizing the α 1 and α 2 subunits of AMPK, the downstream AMPK target ACC, and the phosphorylated form of ACC (pACC) in the (A) left atria, (B) left ventricle, and (C) liver with corresponding densitometric quantification. GAPDH was used as loading control. Lysates were run on parallel gels simultaneously and probed for total proteins.

**<i>Prkaa1</i> WT:**	
Forward Primer Sequence:	GCCCTGCTTGACCTCAA
Reverse Primer Sequence:	AGAACAAGCAGAGACTGAGAAGGA
**<i>Prkaa1</i> Floxed:**	
Forward Primer Sequence:	CCTGAATTTGCCCTGCTTGAC
Reverse Primer Sequence:	CGGCCGCGAAGTTCCT
**<i>Prkaa1</i> Excised:**	
Forward Primer Sequence:	TCCAGAAGAAGATGTGTTTTAAGTGTAGTT
Reverse Primer Sequence:	AGAGACTGAGAAGGAGCCAGATTA
**<i>Prkaa2</i> WT:**	
Forward Primer Sequence:	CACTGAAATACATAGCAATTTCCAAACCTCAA
Reverse Primer Sequence:	CTGCGTTCCAAATGTATGCACC
**<i>Prkaa2</i> Floxed:**	
Forward Primer Sequence:	TGTCTGCTTCTGCGTTCCAAAT
Reverse Primer Sequence:	GCCAGGCAGATGGTGCAT
**<i>Prkaa2</i> Excised:**	
Forward Primer Sequence:	GCTTCTGCGTTCCAAATGCA
Reverse Primer Sequence:	GAATTCGATGGCCGCTCTAGATA

Supplemental Table 2. Real-time PCR primer sequences to wildtype (WT), floxed, and excised *Prkaa1* and *Prkaa2* alleles.

How the deposited data were processed for this re-analysis (not part of the article)

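Illumina bead arrays measured total RNA from the atria of 12 male C57BL6 mice at 1 week of age, 4 control, 4 with atrial deletion of LKB1 and 4 AMPK-dKO, with 1 array per mouse. The series describes 4 replicates per genotype as separate mice. The group comes from the sample labels, which call the control mice wild-type and give no slide and no side of the heart. Replicate numbers are those of the labels.

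The authors' deposited values are probe intensity on a linear scale after quantile normalization, made with GenomeStudio, whose version is not given. The sorted signals of any 2 arrays differed by at most 0.265, and all 45,281 signals of an array lay between 74.1 and 19,318 with medians of 91.1 to 91.2. No background had been subtracted. A second table holds signals and detection p before normalization in 24 columns, from 2 slides of 6 arrays. Its columns are named by slide and position, which nothing pairs with a sample, so it was not used here. Groups may therefore differ by slide as well as by genotype, which could not be checked. The background correction from detection p that was planned before the data were examined was therefore replaced by the normalized signals, as was the detection filter.

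A probe counted as measured above a signal of 91.6 on at least 4 of the 12 arrays. This is the 99% limit of the background, taken from the peak of unexpressed probes at 85.1 and the spread below it. Each array had 22,115 to 22,173 probes above it, 48.8% to 49.0%. Of the probes, 34,885 carry 1 gene symbol, 18 several and 10,378 none, and 34,807 were matched to a gene of the mouse gene table (GRCm38.p6), which gave names and chromosomes. The limit left 23,767 probes and 12,241 genes, each gene represented by its brightest probe. Of these genes, 1 was kept out of the lists and is not reported here.

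limma 3.58.1 in R 4.3.3 fitted log2 signals of the 3 groups together with moderated variances and 9 residual degrees of freedom. AMPK-dKO and LKB1-KO were each compared with control and with each other, 2-sided, and p values were adjusted by Benjamini and Hochberg over genes or, for single probes, over probes. A gene passed at an adjusted p under 0.05. The paper's thresholds, a fold of 1.3 and an unadjusted p of 0.05, were also applied to probes. Exact permutation tests over the 70 assignments of 8 arrays were run for genes the paper names, where the smallest p is 0.0286. Simulated data had independent normal noise, with the spread of each gene the same on all arrays. In them limma recovered 92 of 100 genes changed by 1.3-fold in signal and 97 of 100 changed by 2-fold. It also recovered 9 of 28 genes of a shifted list, with 13 false calls among the 211 calls. The folds were added to signals with no background subtracted. These shares are therefore not the power for such changes in expression, least of all for dim genes.

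The lists, 648 genes of which 584 are named by a probe, were chosen before the data were examined but after the paper and Supplemental Table 1 had been read. Those for SRF and myocardin targets, lysosome and autophagy, skeletal muscle and MHC class I were known in advance to share members with that table, and by gene symbol 23 of the 34 tested lists do. The 34 lists with at least 3 measured members, 22 of pathways and 12 of cell type markers, were tested with camera at its preset correlation of 0.01 and again with an estimated correlation, and with fry. Members were counted after adjustment over all genes and over the list alone. Lung markers, with 1 measured, were not tested, and the sex-linked genes were only a check of the label.

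The genes named were those in the paper, the 12 largest rises and 12 largest falls among genes past the test whose arrays do not overlap, and up to 4 members of each list past the test, or up to 2 where none passed. Not every one of them is named. Fisher's exact test compared calls on each chromosome with the other genes. Alternatives covered background correction with normexp, cyclic loess, filters, the arrays in the fit, trend and robust variances, array weights, the *t* test of the paper's methods, the mean of a gene's probes, the replicate number as a block and each array left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. RT-qPCR, immunoblots, echocardiography and electrophysiology were not analysed here.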

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

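The test of chromosome 4 genes in LKB1-KO, the test of the share of cardiomyocyte RNA and the test of *Kcne1* with *Myl2* were chosen after the result was seen.

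The arrays of mice with atrial deletion of LKB1, which the paper does not report, carry a signal of their own. LKB1-KO atria differed from control in 818 genes, 370 higher and 448 lower, and AMPK-dKO differed from LKB1-KO in 304. The first count was 532, 519 and 495 without control replicates 1 to 3, and the second 193 and 182 without AMPK-dKO replicates 1 and 2. In 35 splits of the 8 arrays of each comparison, only 1, the real one, gave as many genes, with 818 against at most 2 in another split for LKB1-KO and control, and 304 against at most 1 for AMPK-dKO and LKB1-KO. A share of 1 in 35 is the smallest these splits can give, so they cannot exclude chance. Splits that mix the groups also carry the group difference in their spread, which lowers their counts. Only the real split gave as many genes for AMPK-dKO against control too, 753 against at most 1. The same held for the probes past the paper's thresholds, 471 against at most 87. The number of pathway lists did not stand out, since 8 of the 35 splits gave as many as the 4 found and the highest other gave 5. Nor did the marker lists, since 16 gave as many as the 2 found and the highest gave 4.

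Single arrays far from the other 3 of their group were found in 14 of 239 groups of named genes, where chance alone marks about 1 in 20. In AMPK-dKO replicate 2 they were *Kcne1* (gap over range 0.966), *Myl2* (0.986) and *Dsg2* (0.883), in replicate 4 *Gpn2* (0.972), *Bsdc1* (0.913) and *Flcn* (0.850), in replicate 1 *Kcnh2* (0.886) and *Cx3cr1* (0.944), and in replicate 3 *Idh3a* (0.859). In control they were *Mef2c* in replicate 2 (0.875) and *Suclg1* in replicate 3 (1.00). The *Suclg1* gap is small in size, 3821.5 against 3776.6 in each other control array, and its ratio comes from those equal values. In LKB1-KO they were *Stk11* (0.920) and *Hmgb2* (0.896) in replicate 3 and *Tnc* (0.939) in replicate 4.

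*Kcne1*, for a potassium channel subunit, was high on the same arrays as the ventricular light chain gene *Myl2*. AMPK-dKO replicate 2 read 314 for *Kcne1* and 8546 for *Myl2*, against at most 108 and 338 in the other 3. Less ventricular tissue in the excised atria was tested as the reason for the fall of *Kcne1* by adding *Myl2* to the fit. *Kcne1* followed *Myl2* (0.27 per doubling, adjusted p = 0.0174), as did 0 of the other genes by limma, yet its fall remained at -1.22 (standard error 0.13, adjusted p = 0.00155) against -1.49 (standard error 0.33) without *Myl2*. As 0 other genes passed for *Myl2*, it is not shown to read ventricular tissue, and *Kcne1* lay near background on most knockout arrays. The fit therefore cannot exclude less ventricular tissue as the reason. A change in *Kcne1* itself stays open as a hypothesis too.

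On chromosome 4, which carries the floxed *Prkaa2*, calls of AMPK-dKO against control had an odds ratio of 1.52 (95% interval 1.15 to 1.98, adjusted p = 0.0587), and calls of AMPK-dKO against LKB1-KO 2.02 (1.37 to 2.90, adjusted p = 0.00782). The second call was lost with the 2 groups only (1.92, adjusted p = 0.185), with array weights (1.58, adjusted p = 0.101) and with the *t* test (1.33), and the first ratio fell to 1.304 with the 2 groups only (adjusted p = 0.359). Of 14 chromosome 4 genes that changed by at least 0.5, 4 were called in the same direction in LKB1-KO, against 57 of 81 elsewhere. Over all called genes it was 18 of 67 against 276 of 686. *Extl1* (difference from LKB1-KO 0.74, adjusted p = 0.000133), *Bsdc1* (-1.24), *Gpn2* (-1.26), *Necap2* (-1.92) and *Hspb7* (-2.17) changed in AMPK-dKO and were not called in LKB1-KO. Others on this chromosome were called in the same direction in LKB1-KO. These include *Gja4* (0.92, adjusted p = 0.000141 from limma), *Fabp3* (-0.62), *Cpt2* (-0.35), *Slc2a1* (0.52) and *Asph* (0.23, adjusted p = 0.0426). Among the 200 genes nearest to *Prkaa2* the odds ratio was 1.61 (adjusted p = 0.303). On chromosome 15, with the floxed *Prkaa1*, it was 1.14 in AMPK-dKO (adjusted p = 0.719), and among the 200 genes nearest to *Prkaa1* 1.24 (adjusted p = 0.998), and on chromosome 10, with the floxed *Stk11*, it was 1.17 in LKB1-KO (adjusted p = 0.532). For chromosome 4, flanking sequence of another strain and an effect of AMPK cannot be told apart. The paper states that its mice were backcrossed to C57BL/6. Its usual control mice are littermates that carry the floxed AMPK alleles, and such mice would share the sequence near *Prkaa2*. The control arrays, however, are labelled wild-type, and their alleles are not given in the sources used here.

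The SRF and myocardin targets as a list, which the paper does not discuss, had a median log2 fold change of 0.23 in AMPK-dKO. Among the smooth muscle and pericyte markers, the 5 that are SRF targets had the same median and the other 3 a median of 0.14, so more smooth muscle in the tissue stays open. A lower share of cardiomyocyte RNA would raise the markers of every other cell type. The macrophage list instead had a median of -0.19, the fibroblast list -0.13 and the endothelial list 0.05. The macrophage call was lost with an estimated correlation (camera adjusted p = 0.5135), and fewer macrophages stay open as a separate change. These medians therefore cannot decide on the share of cardiomyocyte RNA. A rise of SRF activity in cardiomyocytes stays open too and was not tested.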

How the results depend on the processing

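The 95% and all-array background limits, normexp with offset 16, the fit without LKB1-KO replicates 3 and 4, the ordinary models on log2 and linear signals and the fit without chromosome 4 genes were chosen after seeing the data. Slide as a block, the detection p filters and median scaling were not run, and no background correction and the deposited values are the main setting itself. The causes of the differences were not tested unless said.

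Of the 70 genes named for AMPK-dKO that passed, 22 passed in every alternative run. These are *Npy1r*, *Extl1*, *Gja4*, *Acta2*, *Ptgds*, *Doc2g*, *Clic6*, *Scn10a*, *Bsdc1*, *Pum3*, *Mlana*, *Acot1*, *Fabp3*, *Ssbp1*, *Esrrg*, *Xirp2*, *Flcn*, *H2-D1*, *B2m*, *Dkk3*, *Cx3cr1* and *Tnni2*. In LKB1-KO it was 22 of 45. The *t* test ended 51 calls over both comparisons, more than any other alternative. *Pkp4* reversed to -0.0563 (adjusted p = 0.575) with the mean of its probes.

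The *Mef2c* probe of Supplemental Table 1 passed with normexp at -0.53 (offset 50) and -0.75 (offset 16). It passed at -0.43 with the 2 groups only, with trend and robust variances, with replicate number as a block, with the 99% limit on all 12 arrays and without LKB1-KO replicates 3 and 4, and at -0.42 with array weights. With single arrays left out the *Mef2c* probe ranged from -0.52 to -0.38 (adjusted p = 0.0297 to 0.129).

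The count of 753 genes for AMPK-dKO became 1390 with the 2 groups only, 1311 with array weights, 1535 without LKB1-KO replicates 3 and 4, 391 with the ordinary model and 430 with it on linear signals, and 339 to 1017 with 1 array left out. Without LKB1-KO replicate 3 or 4 alone it was 1017 and 994, and without replicate 1 or 2 it was 727 and 698, so the spread of replicates 3 and 4 holds the count down. The 818 for LKB1-KO became 203 with the *t* test, 508 and 483 with the ordinary models, and 495 to 850 with 1 array left out. For AMPK-dKO against LKB1-KO the 304 became 126 with the 2 groups, 37 with the *t* test, 545 without LKB1-KO replicates 3 and 4, 191 and 177 with the ordinary models, and 182 to 348. The 471 probes past the paper's thresholds became 1232 with normexp at offset 16, which widens folds of dim probes, and 448 to 504 with 1 array left out. The 294 genes shared by both knockouts became 471 with array weights, 71 with the *t* test, 141 and 157 with the ordinary models, and 143 to 344.

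With replicate number as a block, the counts were 639 for AMPK-dKO, 778 for LKB1-KO, 254 between them, 472 probes and 270 shared genes. Arrays of 1 replicate number were no closer to each other than to others (4 of 12 were closest to their own number), so the numbers were not taken as pairs.

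With the estimated correlation camera called 0 pathway lists and 0 marker lists, in AMPK-dKO and in LKB1-KO. With 1 array left out AMPK-dKO had 4 to 6 pathway lists and 2 to 4 marker lists, none of those called with all arrays lost its call, and LKB1-KO had 3 to 7 pathway lists.

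The odds ratio of calls on chromosome 4 was 1.45 to 1.97 with 1 array left out. It passed the test at 1.55 with normexp at offset 50 and 1.76 at offset 16, 1.53 with cyclic loess, 1.58 with no filter, 1.55 with the 95% limit, 1.69 with trend and robust variances, 1.54 with the *t* test, 1.81 with the replicate block and 1.81 with the ordinary model. It did not pass at 1.304 with the 2 groups only (adjusted p = 0.359), 1.38 with array weights, 1.53 with the mean of a gene's probes, 1.49 with the 99% limit on all 12 arrays, 1.32 without LKB1-KO replicates 3 and 4 and 1.62 with linear signals. The odds ratio of AMPK-dKO against LKB1-KO lost its call with the 2 groups only (1.92, adjusted p = 0.185), array weights (1.58, adjusted p = 0.101), the *t* test (1.33), the 99% limit on all 12 arrays (1.86, adjusted p = 0.0551) and linear signals (2.07, adjusted p = 0.0656). Signals near background, such as those of *Prkaa1*, *Kcnq1* and *Kcna5*, limit what these arrays can measure.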

Differences from the paper's values

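The model on linear signals was chosen after seeing the values of Supplemental Table 1. Counts were said to differ where 1 was more than 1.5 times the other, and none of those here did. The paper's text gives 439 differentially regulated genes, 158 higher and 271 lower, which add up to 429, the number of probes in Supplemental Table 1. At the thresholds of that table, a fold of 1.3 and an unadjusted p of 0.05, limma on log2 signals found 471 probes, 184 higher and 287 lower. All 429 probes of the table moved in the table's direction, 419 passed both thresholds and 52 others did so too. After adjustment 320 of the 429 passed. The 429 probes carry 383 gene symbols.

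The folds of Supplemental Table 1 equal the ratio of the mean deposited signals to within 5.00e-06. An ordinary model of the 3 groups on linear signals, chosen after the values had been seen, gave 429 probes, 158 higher and 271 lower, and dropped 0 of the table's probes. Whether it is the method of the paper is not stated.

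The paper counts *Mef2c* among the genes of the screen. Its probe in the table (-0.43, adjusted p = 0.0522) passed the table's thresholds (unadjusted p = 0.00271) but not the test adjusted over probes, and 3 other *Mef2c* probes passed neither. Settings planned in advance under which it passed after adjustment are normexp with offset 50, the 2 groups only, trend and robust variances, array weights and the replicate block, with the 99% limit on all arrays, normexp with offset 16 and the fit without LKB1-KO replicates 3 and 4 among those added later. *Tbx5* and *Nkx2-5*, which it calls unaffected, did not pass the test. *Nmrk2* and *Tagln*, among the 24 largest changes here at 1.83 and 0.69, are not in Supplemental Table 1 at those probes, and in the model on linear signals they did not pass.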

Other observations

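Atria without LKB1 lost 1.82 log2 units of the sodium channel gene *Scn10a* (adjusted p = 4.87e-09) and more than AMPK-dKO atria did (difference 0.52, adjusted p = 0.000524). *Mlana* (-2.59), *Doc2g* (-2.38), *Ces1d* (-2.02) and *Ptgds* (-1.70) fell too, as in AMPK-dKO, and *Mlana* (difference 1.42, adjusted p = 0.00215) and *Doc2g* (0.76, adjusted p = 0.0149) fell further. *Nmrk2* rose by 2.16 (adjusted p = 0.00425). *Stk11*, for LKB1 itself, fell by 0.77 (adjusted p = 4.71e-05), from 475 ± 43.2 to 278 ± 23.2, and *Sln* by 0.58 (adjusted p = 0.000445). The LKB1-KO arrays were not alike. Replicates 3 and 4 stood apart from 1 and 2 on the first principal component (17.5 and 18.1 against 3.04 and 3.51), and replicate 4 was closest to AMPK-dKO replicate 4. Whether slide or sample quality set replicates 3 and 4 apart was not tested, since the slide of each sample is not given. Without both, 755 genes differed from control, and with them 818.

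Other changes in LKB1-KO were rises of the galectin gene *Lgals3* (2.04), the glutathione transferase gene *Gstk1* (1.43), *Dner* (1.39), for a Notch ligand, the synemin gene *Synm* (1.23), *Tagln* (1.17), the endothelin gene *Edn1* (1.15), the vitamin D receptor gene *Vdr* (1.11) and the myelin gene *Mbp* (1.01). *Ddit4l* (-1.95), an inhibitor of mTORC1, *Kcne1* (-1.90), *Ramp1* (-1.49), for a receptor activity protein, *Fhl2* (-1.28), the metallothionein gene *Mt3* (-1.25), the myosin light chain gene *Myl3* (-1.22), *Fgf13* (-1.19), *Dhrs7c* (-1.01), of the sarcoplasmic reticulum, and *Tnni1* (-0.93) fell. *Edn1* lost its call without control replicate 1 (adjusted p = 0.066) or control replicate 2 (0.0667).

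*Gja1*, for connexin 43, fell in LKB1-KO (-0.67, adjusted p = 0.0101) and not in AMPK-dKO (-0.07, adjusted p = 0.819), and the knockouts differed (0.60, adjusted p = 0.0342). *Gjc1* (-0.47), the potassium channel gene *Kcnj3* (-0.53) and the phospholamban gene *Pln* (-0.54) fell in LKB1-KO. The call of *Pln* was lost without control replicate 1 (adjusted p = 0.115).

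Of the lists in LKB1-KO, camera called SRF and myocardin targets higher (4 of 19 genes higher, 1 lower, adjusted p = 0.000464, and adjusted p = 0.206 with an estimated correlation), with *Fhl1* (0.76) and *Acta2* (0.68), and smooth muscle markers higher (3 of 8, adjusted p = 0.000464, and adjusted p = 0.34 with an estimated correlation). It called cell cycle genes lower (3 of 20, adjusted p = 0.00149, and adjusted p = 0.643 with an estimated correlation), with *Ccnd1* (-0.57) and *Hmgb2* (-0.56, adjusted p = 0.0875 without control replicate 2), and fibroblast markers lower (1 of 8, *Col3a1* at -0.61, adjusted p = 0.00423, and adjusted p = 0.512 with an estimated correlation). MHC class I genes (4 of 14, adjusted p = 0.00116, and adjusted p = 0.495 with an estimated correlation) and fatty acid genes (4 of 28, adjusted p = 0.0275, and adjusted p = 0.643 with an estimated correlation) were lower as well. So were potassium channel genes (5 of 25, adjusted p = 0.032, and adjusted p = 0.206 with an estimated correlation) and ventricular markers (1 of 4, adjusted p = 0.0124, and adjusted p = 0.206 with an estimated correlation). The call of the fatty acid list was lost without control replicate 1 (adjusted p = 0.0502), LKB1-KO replicate 2 (0.063) or LKB1-KO replicate 4 (0.297), and that of the potassium channel list without control replicate 4 (0.0777), LKB1-KO replicate 2 (0.063) or LKB1-KO replicate 4 (0.0707). These lists, except the ventricular markers, share members with Supplemental Table 1 and are not independent of it. fry called neither the cell cycle, the fibroblast nor the fatty acid list, and it called the sodium channel (adjusted p = 9.59e-05) and neural (0.0197) lists, which camera did not. Camera also called, with 1 array left out, the matrix (0.0373 without control replicate 1, 0.0252 without LKB1-KO replicate 3), macrophage (0.00892 and 0.0158 without the same arrays) and lysosome (0.0331 without control replicate 2, 0.046 without LKB1-KO replicate 3) lists, and without LKB1-KO replicate 4 the cardiac transcription factor (0.0209) and glucose (0.0181) lists. *Tnc* (0.61, adjusted p = 0.127 without control replicate 3) and *Fn1* (0.59) rose among matrix genes and *Cidea* (0.63) among adipocyte markers, and *Dbh* (-0.83) fell among neural markers.

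The knockouts shared 294 genes called in the same direction, 127 higher and 167 lower, and 5 in opposite directions, where independent lists would share 11.9 and 13.1. Without control replicates 1 to 4 they shared 171, 186, 143 and 160. Both comparisons use the same control arrays. With the controls split 2 and 2 between them, 31 to 50 genes were shared in the 6 splits, and the covariance of the log2 fold changes was 0.0137 to 0.0165. It was 0.0175 with all controls and 0.00309 on average in 100 simulations of unchanged groups. AMPK-dKO mice carry the Cre, and the driver of the LKB1 deletion is not given in the sources used here. If the control mice lacked a Cre that both knockouts carry, its effect on the shared genes cannot be told apart from that of the deletions.

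Array values of channel genes that the paper measured by other means were as follows. *Gja5*, for connexin 40, read 1367 ± 270 in AMPK-dKO and 2185 ± 258 in control at its brightest probe (-0.69, standard error 0.21, adjusted p = 0.0835, but 0.0161 without LKB1-KO replicate 4, and under 0.05 with the 2 groups only or with array weights), with no overlap of the groups, and its other bright probes gave -0.73 and -0.88 (adjusted p = 0.0535 each). A dim *Gja5* probe fell by 0.35 (adjusted p = 0.0177). The adjusted p of the brightest *Gja5* probe is over genes, and those of its other probes are over the larger number of probes. *Kcnq1* (-0.08, adjusted p = 0.256) and *Kcna5* (-0.06, adjusted p = 0.389) lie close to background, *Kcnj2* (-0.05, adjusted p = 0.58) and *Kcnj5* (-0.07, adjusted p = 0.57) did not pass, and *Hcn4* was not above the background limit. *Kcnj2* was dim as well, at 105 ± 6.49 in AMPK-dKO and 109 ± 2.14 in control, where folds are smaller than the underlying changes. *Gapdh* (0.20, adjusted p = 0.153, but 0.0401 without LKB1-KO replicate 4) and *Acacb* (0.08, adjusted p = 0.714) did not pass either.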
